# Expression profiles of circular RNAs and interaction networks of competing endogenous RNAs in neurogenic bladder of rats following suprasacral spinal cord injury

**DOI:** 10.7717/peerj.16042

**Published:** 2023-09-18

**Authors:** Jimeng Ruan, Xin Cui, Hao Yan, Chunsong Jia, Tongwen Ou, Zhenhua Shang

**Keywords:** Suprasacral spinal cord injury, Neurogenic bladder, Bladder fibrosis, circRNAs, Transcriptome high-throughput sequencing, Co-expression network, Biomarkers

## Abstract

**Background:**

Neurogenic bladder (NB) following suprasacral spinal cord injury (SSCI) is an interstitial disease with the structural remodeling of bladder tissue and matrix over-deposition. Circular RNAs (circRNAs) are involved in fibrotic disease development through their post-transcriptional regulatory functions. This study aimed to use transcriptome high-throughput sequencing to investigate the process of NB and bladder fibrosis after SSCI.

**Methods:**

Spinal cord transection at the T10–T11 level was used to construct the SSCI model in rats (10–week–old female Wistar rats, weighing 200 ± 20 g). The bladders were collected without (sham group) and with (SSCI 1–3 groups) NB status. Morphological examination was conducted to assess the extent of bladder fibrosis. Additionally, RNA sequencing was utilized to determine mRNAs and circRNAs expression patterns. The dynamic changes of differentially expressed mRNAs (DEMs) and circRNAs (DECs) in different periods of SSCI were further analyzed.

**Results:**

Bladder weight, smooth muscle cell hypertrophy, and extracellular matrix gradually increased after SSCI. Compared with the sham group, 3,255 DEMs and 1,339 DECs, 3,449 DEMs and 1,324 DECs, 884 DEMs, and 1,151 DECs were detected in the SSCI 1–3 groups, respectively. Specifically, circRNA3621, circRNA0617, circRNA0586, and circRNA4426 were significant DECs common to SSCI 1–3 groups compared with the sham group. Moreover, Gene Ontology (GO) enrichment suggested that inflammatory and chronic inflammatory responses were the key events in NB progression following SSCI. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment associated with the “Chemokine signaling pathway”, the “IL-17 signaling pathway”, and the “TGF-beta signaling pathway” suggests their potential involvement in regulating biological processes. The circRNA–miRNA–mRNA interaction networks of DECs revealed rno-circ-2239 (micu2) as the largest node, indicating that the rno-circ-2239–miRNA–mRNA–mediated network may play a critical role in the pathogenesis of SSCI-induced NB.

**Conclusions:**

This study offers a comprehensive outlook on the possible roles of DEMs and DECs in bladder fibrosis and NB progression following SSCI. These findings have the potential to serve as novel biomarkers and therapeutic targets.

## Introduction

It is a devastating experience to suffer a suprasacral spinal cord injury (SSCI), which can result from traumatic or non-traumatic events involving a fractured or dislocated spinal column. The most common cause of the trauma is traffic accidents, followed by falls (Singh et al., 2014). In patients with SSCI, neurogenic bladder (NB) is one of the most common causes of death because it presents various complications (Fang et al., 2020). Lower urinary tract complications include detrusor-sphincter dyssynergia, detrusor overactivity, and bladder fibrosis (Kavanagh et al., 2019); and upper urinary tract complications include ureteral reflux, ureteral dilatation, pyelonephritis, hydronephrosis, which in turn progress to renal failure or even death (Groen et al., 2016). Severe acute SSSCI first severely impairs lower urinary tract function, leads to severe bladder fibrosis in a short period of time, and can significantly affect the quality of life and life expectancy of patients (Hu, Granger & Jeffery, 2016). Therefore, preventing bladder fibrosis and protecting upper urinary tract function is the key to improving NB prognosis following SSCI and improving patients’ quality of life.

RNA molecules play a complex role in organisms, with a diverse range of RNAs involved, such as messenger RNAs (mRNAs) that code for proteins and non-coding RNAs (ncRNAs). The main types of ncRNAs are microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs). One of the functions of ncRNAs is to act as a competitive endogenous RNAs (ceRNAs) and are crucial for regulating post-transcriptional level gene expression (Salmena et al., 2011). CircRNAs are a group of non-coding RNAs commonly expressed in eukaryotic cells, and such endogenous RNAs are characterized by stable structure and high tissue expression specificity (Zhou et al., 2020). CircRNAs have been shown to serve as inhibitor of miRNAs, competitively inhibit miRNAs activity (Kong et al., 2020), and further reduce the levels of specific miRNAs in cells, which can be used as a treatment for disease-related miRNAs depletion (Tost, 2018). CircRNAs were implicated in fibrosis regulation in the bladder and other organs. CircPVT1 has been proven to promote bladder outlet obstruction (BOO)-induced bladder fibrosis through the down-regulation of miR-203v, and the BOO-induced initiation of the circPVT1-miR-203-SOCS3 axis further promotes extracellular matrix deposition in the bladder wall (Romo et al., 2018). The use of transcriptome high-throughput sequencing analyses to investigate how miRNAs, lncRNAs, circRNAs, and mRNAs interact in various physiological processes, such as bladder cancer and bladder fibrosis, has become widespread due to the progress in sequencing technology (Li et al., 2018b). Despite this increase in interest, circRNAs mechanism in bladder fibrosis pathogenesis, particularly NB following SSCI, is rarely reported. The study could improve our comprehension of how regulatory mechanisms work in NB following SSCI, provide critical backing for subsequent studies on bladder fibrosis, and stimulate novel theories for the pathogenesis and treatment of NB following SSCI.

The current study employed transcriptome high-throughput sequencing to detect the expression profiles of mRNAs and circRNAs in NB tissues at three different time points following SSCI and in sham group bladder tissues. The dynamic changes of differentially expressed mRNAs (DEMs) and differentially expressed circRNAs (DECs) in different time points of SSCI were further analyzed; pathological features in the progress of bladder fibrosis were identified. By comparing the gene expression profiles of NB and sham tissues, we detected DEMs and DECs that could act as important regulators in developing NB and bladder fibrosis. Additionally, a co-expression network (circRNA–miRNA–mRNA) was established to elucidate the internal regulatory connections between the DEMs and DECs and demonstrate the ceRNAs regulatory relationships that underlie them.

## Materials and Methods

### Experimental animal and SSCI model

Twenty 10–week–old female Wistar rats weighing 200 ± 20 g (Beijing Charles River Laboratories Animal Technology Co., Ltd., Beijing, China) were numbered 1–20 and divided into 4 groups according to a random number table (N =5/group), including the sham group and the SSCI [1–3] groups (1W–, 2W–, and 4W–post–SSCI). All animals were housed in separate cages under well-ventilated conditions with a circadian rhythm of 12/12 h, room temperature of 24 to 26 °C, humidity of 50% to 70%, and free access to water and food. After 1 week of adaptive feeding, all rats were fasted for 24 h and anesthetized with isoflurane inhalation (3%) to reduce the pain or distress of the rats. Rats in the SSCI groups were subjected to Hassan Shaker spinal cord transection (Shaker et al., 2003) to construct the SSCI model. The Institutional Animal Care and Use Committee of Xuanwu Hospital Capital Medical University granted approval for all experimental procedures(No. XW-20210910-1), which were conducted in accordance with the National Institute of Health Guidelines for the Care and Use of Laboratory Animals. The schematic representation of the experimental design was shown in Fig. 1.

**Figure 1:**
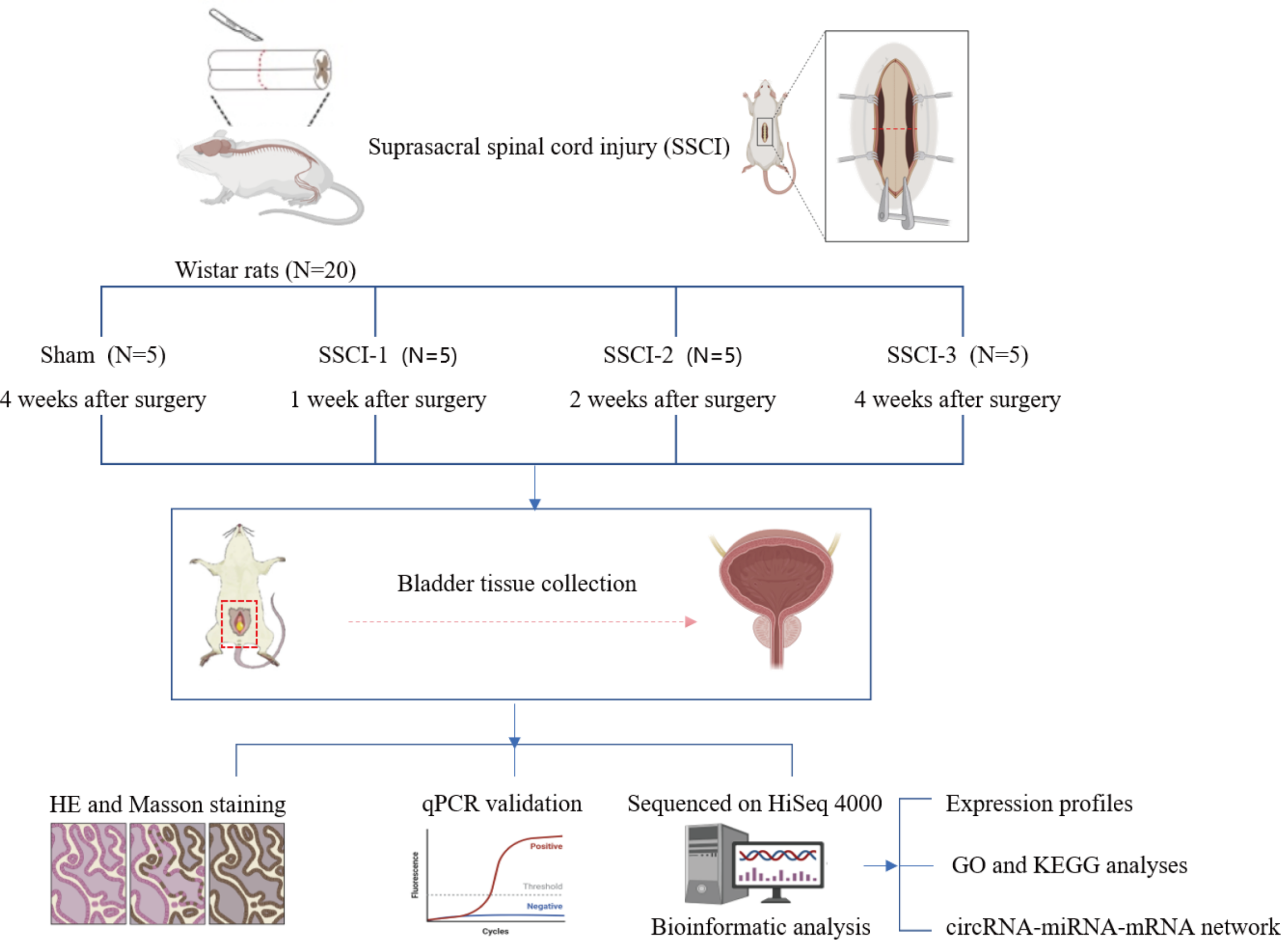
Schematic diagram of the experimental design.

The injured segment of this model was uniformly fixed at the T10–T11 segment (Inskip et al., 2009). The method was as follows: The lowest group of floating ribs connected to the 13th thoracic vertebra was used as bony landmarks to locate. Skin preparation and disinfection were performed after determining the T10–T11 level. Longitudinal incision of approximately 2 to three cm was then centered on the vertebral body along the long axis of the spine. The skin and subcutaneous fascia were incised sequentially, and the erector spinae muscles on both sides were bluntly separated to expose the spinous and paraspinal muscles. Muscles were bluntly separated from their attached spinous processes with curved forceps to expose further the spinous processes of T10 and T11 and the adjacent pedicles. The spinal cord was exposed by removing the T10 lamina from the caudal to the cranial side with a microrongeur until the pedicles were on both sides. The spinal cord was hooked out of the intervertebral space with a dental probe and quickly cut off along the hook with a scalpel tip. This can be repeated to ensure complete spinal cord transection. Finally, the two broken ends of the spine were gently lifted with curved forceps to ensure complete spinal cord transection. Injury to the spinal cord capsule was avoided throughout. After observing the heartbeat and respiration of rats without abnormality, the muscles, fascia, and skin were sutured in succession. The incision and surrounding area were disinfected with 5% complexed iodine, and 2 × 10^5^ U of penicillin sodium was injected intraperitoneally. The sham group underwent the same surgical preparation as the experimental group and received laminectomy at the same level. All rats were single-housed after surgery. Clean and dry bedding was changed daily. Reduce the height of feed and water appropriately to ensure that rats can eat independently. Artificial assisted voiding was performed every 8 h in the conscious state of rats using the Crede maneuver until the bladder regained the micturition reflex. Penicillin sodium 2 × 10^5^ U was injected intraperitoneally daily for 5 days after surgery to prevent infection.

### Inclusion and exclusion criteria

Inclusion criteria: 1. Hind limb motor function: rats’ hind limbs in the experimental group were observed if they participated in walking. If the hindlimb was only dragged while walking on the forelimb and could not participate in walking, the Basso, Beattie, and Bresnahan (BBB) score for SSCI in rats was 0. It was then considered a successful SSCI model. 2. Bladder voiding function: In the surgical anesthesia and spinal shock period, the bladder was observed to see if the state of retention and bladder distension were obvious, and spontaneous urination could not be performed. However, the bladder capacity decreased after the spinal shock period, and its distension was not obvious. No manipulation was required to assist urination, and the lower abdomen and bedding material in the cage were humid, indicating that the detrusor muscle of the bladder in rats had produced uninhibited contraction.

Exclusion criteria: Model rats were not included in the experiment if they showed the voluntary movement of both hind limbs, spontaneous urination, autophagy, or death.

### Bladder tissue collection

For ethical reasons, all animals were euthanized according to AVMA guidelines. We administered intraperitoneal injections of pentobarbital sodium at a dosage of 150 mg/kg to perform euthanasia, thereby reducing the pain or distress of the rats. Bladder tissues were collected at 1, 2, and 4 weeks after modeling in the SSCI [1–3] groups, respectively, and at 4 weeks after surgery in the sham group. Each tissue was divided into three equal fractions. One-third of the samples were preserved in 4% paraformaldehyde, embedded in paraffin, and then sectioned for morphological observation using hematoxylin-eosin (HE) and Masson staining. Another one-third was used to extract total RNA for transcriptome high-throughput sequencing. The last one-third was used for quantitative real-time polymerase chain reaction (qRT-PCR) validation.

### HE staining and Masson staining

Pathological analyses were performed to assess the size of smooth muscle cells in the bladder and the presence of bladder fibrosis. The bladder tissues were fixed overnight with a 4% paraformaldehyde solution, then dehydrated in a series of ethanol and cleared in xylene. The tissues were subsequently embedded in paraffin and cut into sections with a thickness of 6 micrometers. HE staining detected the nuclei, bladder smooth muscle cells, and bladder morphology. Masson staining showed collagen fibers (blue) and muscle tissue (red) to detect the severity of bladder fibrosis. The staining signals were quantitatively analyzed using Image J software (version 1.53q).

### RNA isolation and cDNA library construction and Illumina sequencing

Three bladders were obtained from each group for whole transcriptome sequencing. TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA from each tissue. RNA concentration in each tissue was measured using NanoDrop ND-2000 (NanoDrop, Wilmington, DE, USA). The RNA Integrity Number (RIN) was determined using the Agilent 2100 Bioanalyzer (Applied Biosystems, Carlsbad, CA, USA); all tissues had RIN ≥7.0. Twelve cDNA libraries were generated, each containing three different tissue samples to analyze the expression patterns of both mRNAs and circRNAs. According to the protocol, ribosomal RNAs (rRNAs) were depleted using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, CA, USA). Afterward, the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA) was utilized to construct the cDNA libraries. Quantification of libraries was determined using the Agilent 2100 Bioanalyzer (Applied Biosystems, Carlsbad, CA, USA). Each group had 3 biological replicates when performing RNA sequencing (RNA-seq) at approximately 72X sequencing depth. The statistical power of this experiment was 0.86 as calculated in RNASeqPower (https://doi.org/doi:10.18129/B9.bioc.RNASeqPower). The Illumina Hiseq 4000 Sequencer (Illumina, Shanghai, China) was used to conduct paired-end reads mode sequencing of 150 bp on the final cDNA libraries.

### Discovery of the mRNAs and circRNAs

The raw reads underwent quality control using Trimmomatic software (version 0.36) with the default quality threshold to remove the containing adaptors, excessive N content of unknown bases, and low-quality tags. After this step, the clean reads were ready for mapping and subsequent analysis. FastQC (version 0.11.5) was used to establish data quality sequence that persisted after filtration. High-quality clean reads were mapped to the reference genome Rnor_6.0 by Hisat2 software (version 2.0.5) with the rna-strandness parameter. The mapped reads from each library were assembled using StringTie2 software (version 1.3.3b), and a unified transcriptome was created by combining all the tissues. CIRI2 software (version 2.0.3) and circAtlas (version 2.0) were used to identify the circRNAs.

### Functional analysis of DEMs and DECs

The readings of the SSCI [1–3] groups were individually compared to the sham group. DESeq2 software (version 1.18.0) was used, which employs the negative binomial distribution to determine the differential expression between the SSCI and sham tissues. Volcano plots and hierarchical clustering were used to characterize and identify the DEMs and DECs by R software (version 3.22.3) with absolute fold change (FC) >2 (*p* < 0.05). The logarithmic transformation was applied to the FC values of the matched groups. A significance level of *p* < 0.05 was used as the threshold for identifying DEMs and DECs. The RNA expression of the sham group was used as the denominator during FC computation. The DEMs and DECs with log2 (FC) <−1 were considered down-regulated, while those with log2 (FC) >1 were considered up-regulated. The DEMs and DECs associated with each NB stage were subjected to Venn diagram analysis. Thus, we determined the commonly expressed DEMs and DECs that potentially up-regulated or down-regulated gene expression in the three-time points of NB.

The Miranda software (version 3.3a) predicted the DECs-targeted miRNAs to determine the functions of DECs in bladder fibrosis and NB following SSCI. The target genes of DECs were analyzed using R software (package clusterProfiler) to perform Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. The target miRNAs of DECs and the target mRNAs of miRNAs were predicted using TargetScan, MiRanda, and RNAhybrid. A Cytoscape-based approach (http://cytoscape.org/) was used to construct the circRNA–miRNA–mRNA interaction network.

### qRT-PCR Validation

The top 10 co-expressed DECs in each NB stage were subjected to qRT-PCR to verify their expression. TRIzol reagent was used to extract total RNA from bladder tissues. After RNA extraction, rRNAs were depleted using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Subsequently, the RNA samples were fragmented and reverse transcribed into cDNA using random primers *via* the PrimeScript RT reagent kit(Takara Bio Inc., Japan). Then, qRT-PCR was performed using TB Green Premix Ex Taq II (Takara Bio Inc., Shiga, Japan). Gapdh served as the internal control for normalization. All primers for qRT-PCR were synthesized by Tianyi Huiyuan Co. (Beijing, China).

### Statistical analysis

Statistical analyses were performed using SPSS software (version 24.0) and GraphPad Prism (version 8.0). The mean ± standard error of mean(SEM) was used to present normally distributed data. The *t*-test was utilized to determine significant differences in circRNAs and mRNAs expressions between groups, and statistical significance was set at a *p*-value of <0.05.

## Results

### Validation of NB following SSCI model in rats

HE and Masson staining (Figs. 2A–2H) were used to verify whether the SSCI rat model was successfully established and evaluate the bladder fibrosis degree. Furthermore, we conducted a detailed quantitative analysis of the staining signals using Image J software (Fig. 2I). The results showed that only a small amount of collagen fibers was seen in the muscular layers of the bladder in the sham group. In the SSCI [1–3] groups, the normal fibrous connective tissue in the bladder wall gradually disordered; the layered structure of the bladder wall gradually disintegrated, and the bladder wall first thinned and then thickened with the time of injury; the lamina propria decreased, smooth muscle hypertrophy and thickening; intermuscular collagen fibers gradually increased, and the staining gradually deepened. According to all the above features, NB following the SSCI model had been established successfully.

**Figure 2:**
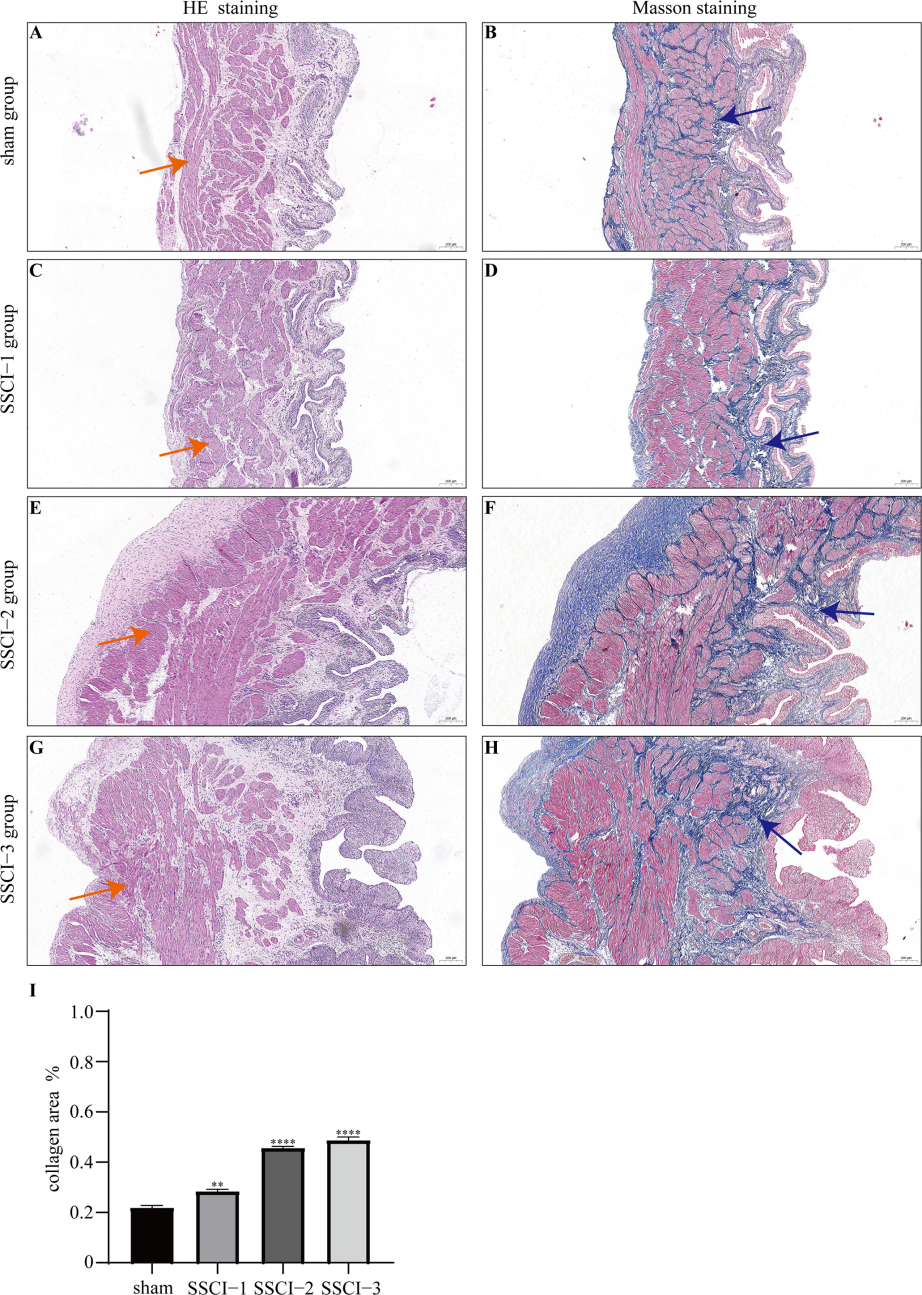
HE staining (×50) and Masson (×50) staining in rat bladder tissue. (A) HE staining of bladder tissues in the sham group. (B) Masson staining of bladder tissues in the sham group. (C) HE staining of bladder tissues in the SSCI–1 group. (D) Masson staining of bladder tissues in the SSCI–1 group. (E) HE staining of bladder tissues in the SSCI–2 group. (F) Masson staining of bladder tissues in the SSCI–2 group. (G) HE staining of bladder tissues in the SSCI–3 group. (H) Masson staining of bladder tissues in the SSCI–3 group. (I) The quantitative analysis of collagen area in Masson staining. Error bars represent mean ± SEM. *: *p*-value <0.05 *vs.* sham group, **: *p*-value <0.01 *vs.* sham group, ***: *p*-value <0.001 *vs.* sham group, ****: *p*-value <0.0001 *vs.* sham group.

### Results of sequencing and characteristics of transcripts

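Bladder tissue of each of the 4 groups was sequenced after depletion of rRNA, which gave 12 libraries: 3 of the sham group and 3 each of the SSCI–1, SSCI–2, and SSCI–3 groups, whose bladders the paper places at 1, 2, and 4 weeks after SSCI. The paper places the sham bladders at 4 weeks after surgery, whereas the repository labels call them normal controls of day 0, so the time of the controls rests on the paper's text. The authors deposited the number of reads counted on each of 22601 genes, and for each of 7250 circRNAs the number of reads across its back-splice junction, the point where the RNA is closed into a circle. Both tables hold counts without normalization. Reads counted on genes ranged from 39713453 to 43352377 per library in the sham group (median 41568446), from 50471683 to 57697358 in the SSCI–1 group (median 53448436), from 45065399 to 55017387 in the SSCI–2 group (median 52956936), and from 38735727 to 42369632 in the SSCI–3 group (median 41075434). The back-splice reads were far fewer. Their total per library ranged from 16758 to 17620 in the sham group (median 16911), from 10657 to 11667 in the SSCI–1 group (median 10683), from 10869 to 12380 in the SSCI–2 group (median 11034), and from 13052 to 14538 in the SSCI–3 group (median 13306). The paper gives the depth as sequenced bases and, in its Table S2, between 94864830 and 117695264 clean reads per library; the values here use the reads counted on genes or on back-splice junctions. The circRNA table holds no value of 1, so a circRNA listed at 0 in a library had fewer than 2 back-splice reads there. Each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization, with only the libraries of the compared groups in the fit. Genes were tested when they passed edgeR's filter on low counts, and circRNAs when they had at least 2 reads in at least 3 of the compared libraries. DEMs and DECs were called at the thresholds of the paper, an unadjusted p under 0.05 and FC over 2, and the number that also had a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. The scaling of circRNAs used circRNA reads alone, so a change of a circRNA is relative to the other circRNAs of the library.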

Using the Illumina platform, 12 cDNA libraries have been sequenced, resulting in approximately 187 Gb of sequenced data. The clean reads of each tissue were compared with the Rnor_6.0 reference genome, and the alignment rate ranged from 93.54 to 94.76% (Table S1). The valid ratio for each library is displayed in Table S2. An examination was conducted on mRNAs and circRNAs expression profiles in both the sham and SSCI [1–3] groups. 

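Of the 22601 genes of the table, 19853 had at least 1 read in at least 1 of the 12 libraries and 16286 had reads in all 12. Of the 7250 circRNAs, 3296 (45.46%) were listed in 1 library only, 2817 in at least 3 libraries, and 333 in all 12. Over the 12 libraries together, a circRNA had a median of 4 back-splice reads, and 2119 circRNAs had 10 reads or more. The 100 most abundant circRNAs held 40.12% of all circRNA reads. At least 1 sham library listed 4477 of the circRNAs, compared with 3039 in the SSCI–1 group, 3037 in the SSCI–2 group, and 3805 in the SSCI–3 group. All 3 libraries of the group listed 1067 circRNAs in the sham group, 636 in the SSCI–1 group, 577 in the SSCI–2 group, and 910 in the SSCI–3 group. The number of circRNA reads was also highest in the sham group.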

The results showed that 22,601 mRNAs (Fig. S3) and 7,250 circRNAs (Fig. S4) were identified in all bladder tissues.

**Figure 3:**
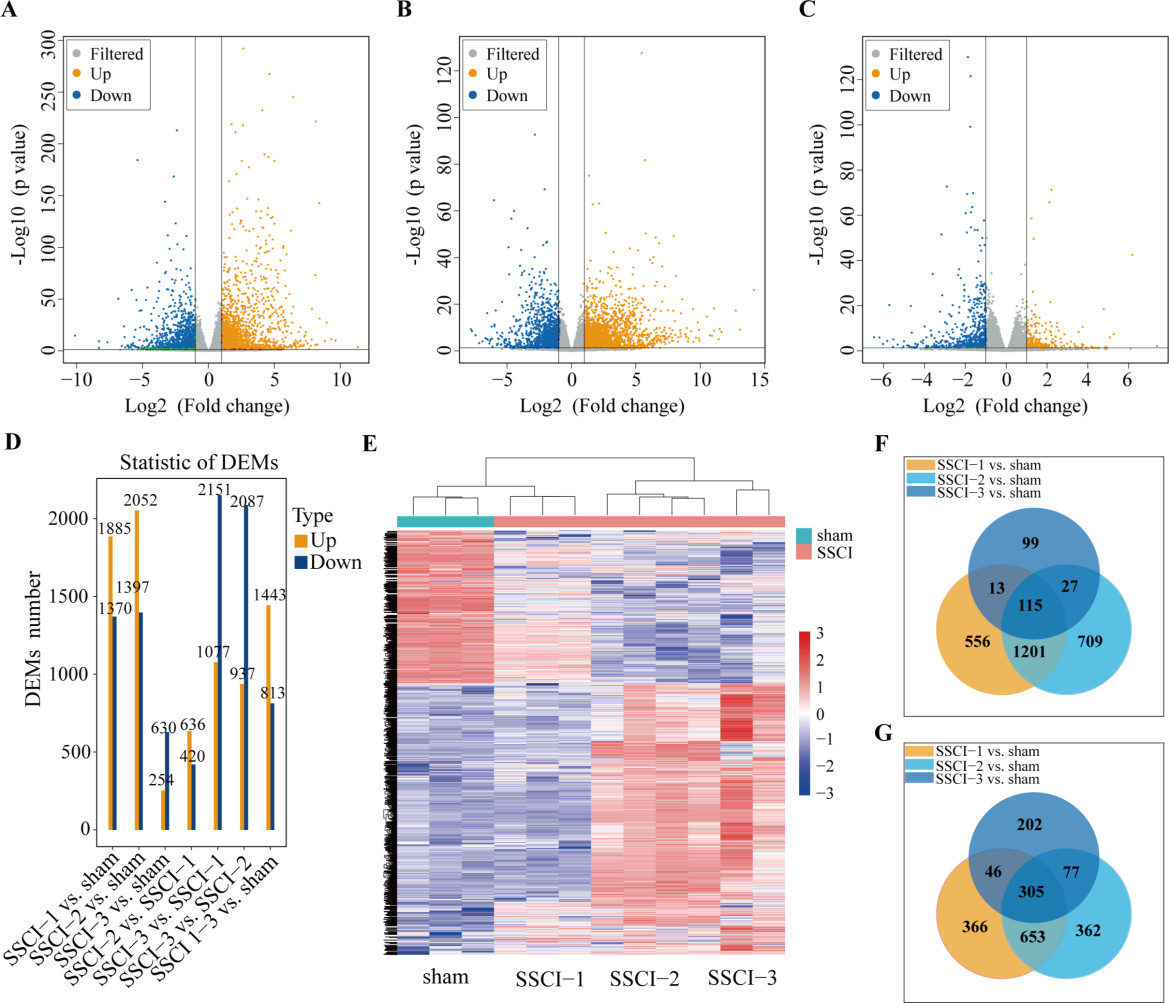
MRNAs expression profiles of SSCI 1–3 groups compared to sham group. (A) Volcano plots compare the DEMs in the SSCI–1 group *vs.* the sham group. (B) Volcano plots compare the DEMs in the SSCI–2 group *vs.* the sham group. (C) Volcano plots compare the DEMs in the SSCI–3 group *vs.* the sham group. mRNA levels are indicated in the plots by red dots for upregulated genes, green dots for down-regulated genes, and gray dots for genes that show no significant changes. (D) Bar diagrams show the number of up-regulated and down-regulated DEMs between the SSCI 1–3 groups and sham group. (E) Hierarchical clustering analysis of DEMs between SSCI 1–3 groups and sham group (FC > 2; *p* < 0.05). (F) Venn diagrams show the unique and shared sets of the up-regulated DEMs in the SSCI 1–3 groups compared to the sham group. (G) Venn diagrams show the unique and shared sets of the down-regulated DEMs in the SSCI 1–3 groups compared to the sham group.

**Figure 4:**
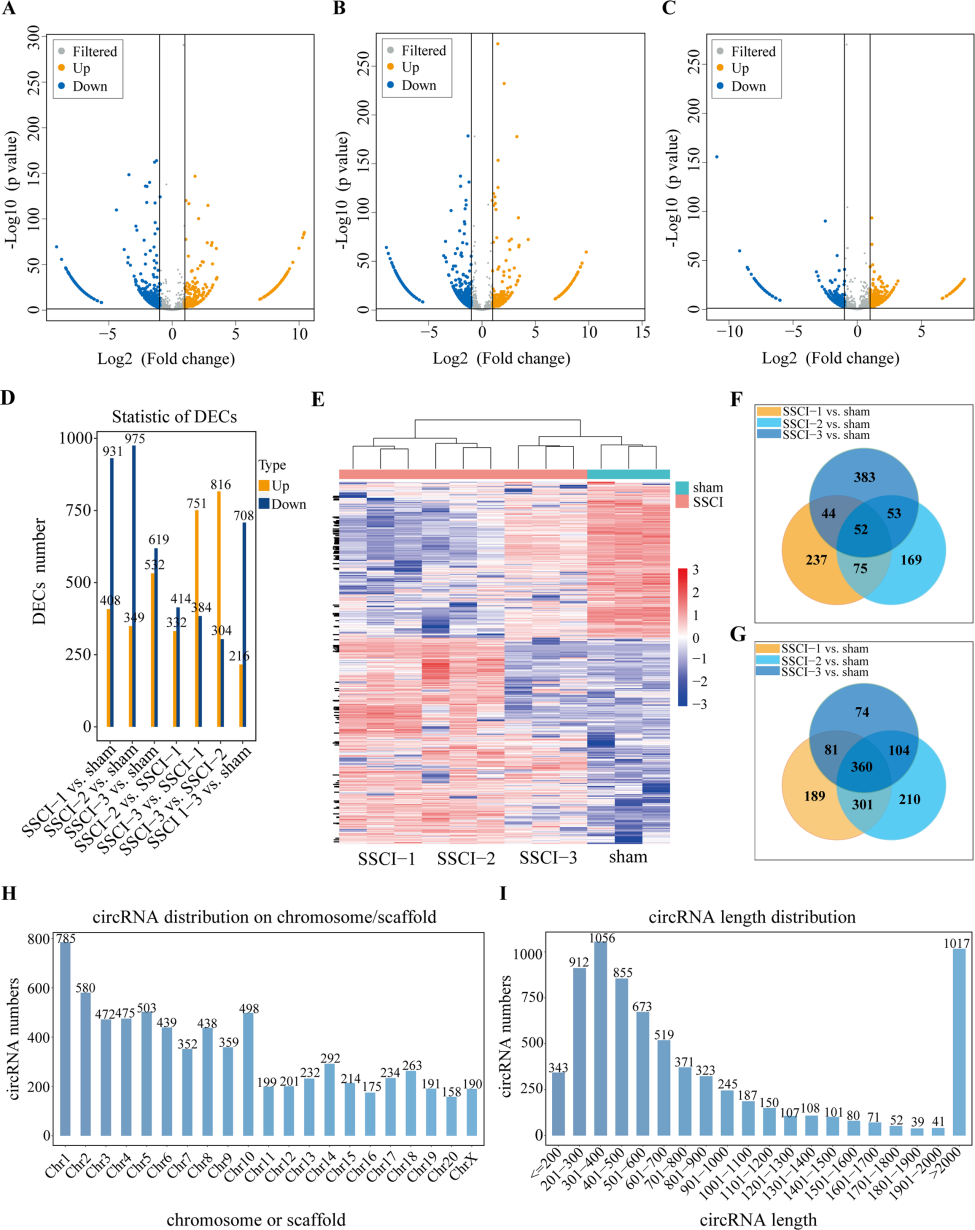
Expression profiles of circRNAs in SSCI 1–3 groups compared to sham group. (A) Volcano plots compare the DECs in the SSCI–1 group *vs.* the sham group. (B) Volcano plots compare the DECs in the SSCI–2 group *vs.* the sham group. (C) Volcano plots compare the DECs in the SSCI–3 group *vs.* the sham group. circRNA levels are indicated in the plots by red dots for upregulated genes, green dots for down-regulated genes, and gray dots for genes that show no significant changes. (D) Bar diagrams show the number of up-regulated and down-regulated DECs between the SSCI 1–3 groups and the sham group. (E) Hierarchical clustering analysis of DECs between SSCI 1–3 groups and sham group (FC > 2; *p* < 0.05). (F) Venn diagrams show the unique and shared sets of the up-regulated DECs in the SSCI 1–3 groups compared to sham group. (G) Venn diagrams show the unique and shared sets of the down-regulated DECs in the SSCI 1–3 groups compared to sham group. (H) Bar diagrams show the distribution of DECs host genes in rat chromosomes. (I) Bar diagrams show the length distribution of the DECs.

### The mRNAs expression profiles in sham group and SSCI [1–3] groups

Volcano maps were used to assess the locations of differential mRNAs of the SSCI [1–3] groups *vs.* the sham group (Figs. 3A–3C). 

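In the SSCI–1 group, 1728 of the 15884 genes tested were up-regulated and 1262 were down-regulated compared with the sham group, which made 2990 DEMs. In the SSCI–2 group, 1780 of 15983 genes were up-regulated and 1263 were down-regulated (3043 DEMs), and in the SSCI–3 group 224 of 15662 genes were up-regulated and 573 were down-regulated (797 DEMs). An adjusted p under 0.05 was reached by 1653 up-regulated and 1200 down-regulated DEMs of the SSCI–1 group, by 1595 and 1097 of the SSCI–2 group, and by 142 and 453 of the SSCI–3 group. The limit on FC moved these counts most: without it, 9489, 7366, and 5305 genes were called in the SSCI–1, SSCI–2, and SSCI–3 groups. With library size alone in place of TMM normalization, the split of the SSCI–1 group was 1426 up-regulated and 1676 down-regulated. Of the DEMs of each direction, between 93.3% and 99.8% were also called in the authors' deposited table, and between 82.3% and 91.1% of the calls in the authors' deposited table were found here. The test was also run on counts simulated for the SSCI–1 comparison over 15884 genes, with 200 of them changed by more than the FC limit. It recovered 98.5% of the changed genes. Among genes with an adjusted p under 0.05 and no overlap between groups, 2 were selected as the largest rises of the SSCI–1 group. They were LOC680316, with no reads in the sham group and at least 103-fold higher (adjusted p 0.00297), and Hs3st4, at least 70.9-fold higher (adjusted p 0.00573). A size without sham reads is a bound, so it does not rank these genes against others. Among the largest falls was that of Dcdc5, with 539 reads in the sham group and none in the SSCI–1 group (at least 233-fold lower, adjusted p 0.000916). Ly6al in the SSCI–2 group had 63337 reads against 3 in the sham group, a ratio of 17200 with a 95% counting interval from 5880 to 83400 (exact Clopper-Pearson, adjusted p 0.00299). Its level in the SSCI–2 group was 419 ± 403 counts per 1000000 reads (SD, n = 3), a spread close to its mean. Cxcl3 was at least 1460-fold higher (adjusted p 0.0215), at 36.3 ± 48.0 counts per 1000000 reads (SD, n = 3). Phactr3 (at least 40.1-fold lower, adjusted p 0.00417) and Igfbpl1 (at least 32.7-fold lower, adjusted p 0.00883) were selected as the largest falls, also with bounds alone. The largest rises of the SSCI–3 group were those of Bdnf, from 0.124 ± 0.0924 to 8.91 ± 2.17 counts per 1000000 reads (SD, n = 3 per group; log2 (FC) 6.13, SE 0.46, adjusted p 0.000419), and Myh2 (log2 (FC) 5.23, SE 0.65, adjusted p 0.00237). The largest falls were those of Phactr3, with 1 read in the SSCI–3 group against 98 in the sham group (ratio 96.1, interval from 16.8 to 3830, adjusted p 0.00182), and Dcdc5 (log2 (FC) -5.68, SE 0.53, adjusted p 0.000921). Bounds and intervals of this kind cover counting error only, not the differences between libraries.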

Compared with the sham group, 3,255 (1,885 up-regulated and 1,370 down-regulated), 3449(2052 up-regulated and 1,397 down-regulated), and 884 (254 up-regulated and 630 down-regulated) DEMs were detected in the SSCI–1, SSCI–2, and SSCI–3 groups, respectively. The SSCI [2–3] groups also exhibited some DEMs compared to the SSCI–1 group. Specifically, there were 1,056 and 3,228 DEMs in the SSCI–2 and SSCI–3 groups, with 636 and 1,077 DEMs showing up-regulation, and 420 and 2151 DEMs showing down-regulation, respectively. 

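Between the SSCI–2 and SSCI–1 groups, 444 of 15989 genes were higher and 287 were lower in the SSCI–2 group (731 DEMs), and none of them reached an adjusted p under 0.05. This count rested in part on 1 library: it was 1368 without SSCI–2 replicate 2 (612 higher and 756 lower), of which 265 reached an adjusted p under 0.05, and it was 580 without SSCI–2 replicate 1. With all 4 groups in 1 fit, 365 DEMs of this comparison reached an adjusted p under 0.05, and with DESeq2 443 did. Between the SSCI–3 and SSCI–1 groups, 1001 of 15785 genes were higher and 1967 were lower in the SSCI–3 group (2968 DEMs), of which 2830 reached an adjusted p under 0.05. With library size alone as the scaling, 1471 genes were higher and 1648 were lower in the SSCI–3 group.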

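Of the 15858 genes tested between the SSCI–3 and SSCI–2 groups, 839 were higher and 1834 were lower in the SSCI–3 group (2673 DEMs), and 2232 of these reached an adjusted p under 0.05. The lowest p-values among the higher genes were those of Rap1gap, at 73.0 ± 5.77 counts per 1000000 reads in the SSCI–3 group and 16.3 ± 1.86 in the SSCI–2 group (SD, n = 3 per group; log2 (FC) 2.15, SE 0.12, adjusted p 0.00257), and Chka (log2 (FC) 1.77, SE 0.10). Among the lower genes they were those of RT1-Db1, at 21.7 ± 1.81 against 121 ± 11.3 counts per 1000000 reads (SD, n = 3 per group; log2 (FC) -2.49, SE 0.11), and Abcc4 (log2 (FC) -1.45, SE 0.08), each with the same adjusted p. With each library left out in turn, the number of DEMs stayed between 2458 and 3081. All 9 SSCI libraries together against the 3 sham libraries gave 1093 up-regulated and 711 down-regulated DEMs among 16330 genes, of which 77 and 342 reached an adjusted p under 0.05. Their total of 1804 changed to 1150 without sham replicate 3 and to 2131 without SSCI–3 replicate 1. Down-regulated DEMs outnumbered the up-regulated ones without sham replicate 1 (531 up and 630 down) and without sham replicate 3 (522 up and 628 down).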

Compared with the SSCI–2 group, the SSCI-3 group had 3,024 DEMs, with 937 showing up-regulation and 2,087 showing down-regulation (Fig. 3D). Clustered heatmap showed differences in mRNAs expression patterns between the SSCI [1–3] groups and the sham group (Fig. 3E). 

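Pearson's correlation of log2 counts per 1000000 reads across genes, averaged over pairs of libraries, was 0.971 between the sham and SSCI–3 groups, 0.909 between the sham and SSCI–1 groups, 0.893 between the sham and SSCI–2 groups, and 0.954 between the SSCI–1 and SSCI–2 groups. Genes are not independent replicates, so these coefficients describe the libraries and carry no p-value. Within groups, each library was closer to the other libraries of its own group than to any other group, except for SSCI–2 replicate 2. Its mean correlation was 0.974 with the SSCI–1 libraries and 0.961 with the other SSCI–2 libraries.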

Venn diagrams of the up-regulated and down-regulated DEMs showed that 420 (115 up-regulated, 305 down-regulated) coexisted in the intersections of the SSCI [1–3] groups *vs.* the sham group (Figs. 3F–3G). 

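Among the DEMs of the comparisons with the sham group, 93 were up-regulated and 287 were down-regulated in all 3 SSCI groups. The SSCI–1 and SSCI–2 groups alone shared 1068 up-regulated and 605 down-regulated DEMs. The comparisons use the same sham libraries, which by itself makes the lists overlap. In 20 simulations with no change between any group and the sham group, the shared controls gave a mean of 7.95 up-regulated and 3.45 down-regulated DEMs common to all 3 comparisons, and at most 13 and 7. With an adjusted p under 0.05 in each comparison, the number of common up-regulated DEMs was 60. Across genes, Pearson's correlation of the log2 (FC) values was 0.868 between the SSCI–1 and SSCI–2 comparisons, 0.379 between SSCI–1 and SSCI–3, and 0.424 between SSCI–2 and SSCI–3. The shared sham libraries alone gave mean correlations of 0.507, 0.503, and 0.505 in the simulations of unchanged groups. Where many genes change, the shared libraries weigh differently in a correlation. These means therefore set no level that the observed correlations can be judged against.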

The specific comparisons of DEMs between each group could be found in Fig. S3.

### The circRNAs expression profiles in sham group and SSCI [1–3] groups

Volcano maps were used to assess differential circRNAs locations of the SSCI [1–3] groups *vs.* the sham group (Figs. 4A–4C). 

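In the SSCI–1 group, 61 of the 1741 circRNAs tested were up-regulated and 232 were down-regulated compared with the sham group (293 DECs). In the SSCI–2 group, 56 of 1730 were up-regulated and 224 were down-regulated (280 DECs), and in the SSCI–3 group 40 of 2000 were up-regulated and 84 were down-regulated (124 DECs). An adjusted p under 0.05 was reached by 4 DECs of the SSCI–1 group, by 1 of the SSCI–2 group, and by none of the SSCI–3 group. The authors' deposited comparison, recounted at the same thresholds, raised the numbers of DECs most, to 1339, 1324, and 1151. It works on 2 sums of reads, one per group, and its z-scores recompute exactly from those sums, so it does not use the spread between replicates. Among its calls, the median number of back-splice reads over the 6 libraries was 9, 9, and 8, and 56.0%, 55.1%, and 47.1% of them had no listed read in 1 of the 2 groups. With the circRNA counts scaled by the reads on genes in place of circRNA reads, the SSCI–1 group had 43 up-regulated and 440 down-regulated DECs, of which 93 reached an adjusted p under 0.05, and the SSCI–2 group had 34 and 475, of which 117 did. Libraries were also thinned to the same number of back-splice reads. On average over 20 draws, 52.2%, 58.3%, and 48.1% of DECs were then down-regulated in the SSCI–1, SSCI–2, and SSCI–3 groups. With all reads it was 79.2%, 80%, and 67.7%. Leaving out 1 library moved the SSCI–1 count to between 140 without sham replicate 3 and 338 without SSCI–1 replicate 2. The SSCI–2 count lay between 117 without sham replicate 1 and 322 without SSCI–2 replicate 3, and the SSCI–3 count between 63 without sham replicate 3 and 140 without SSCI–3 replicate 3. Up-regulated DECs outnumbered the down-regulated ones without sham replicate 1 (84 and 67, 67 and 50, and 55 and 25 in the SSCI–1, SSCI–2, and SSCI–3 groups) and without sham replicate 2 (81 and 69, 65 and 52, and 53 and 25), and in the SSCI–3 group also without sham replicate 3 (35 and 28). These fits kept the filter of 3 libraries, so a circRNA listed only in sham libraries was no longer tested. Fewer down-regulated DECs were thus built in. The fits cannot show whether the direction rests on 1 replicate. Counts were also simulated for the SSCI–1 comparison over 1741 circRNAs, with 200 of them changed by more than the FC limit. The test recovered 58.04% of the changed circRNAs that passed the filter. With none of the 1741 circRNAs changed it called 15 up-regulated and 46 down-regulated. The DECs of the SSCI–1 group with an adjusted p under 0.05 were circRNA0092, circRNA1658, circRNA6236, and circRNA1948. CircRNA0092, which lies between genes on chromosome 1 from 42970702 to 42981490 of Rnor_6.0 and is not listed in circAtlas, had 344, 89, and 430 reads in the SSCI–1 libraries and 3, 0, and 0 in the sham libraries (ratio 447, 95% counting interval from 152 to 2170, adjusted p 0.0397). It was also the DEC of the SSCI–2 group with an adjusted p under 0.05, at 1250, 381, and 749 reads (ratio 1190, interval from 406 to 5760, adjusted p 0.0286). CircRNA1658 of Med13l had 24, 25, and 24 reads in the SSCI–1 libraries against 8, 12, and 7 (log2 (FC) 1.97, SE 0.26, adjusted p 0.0483). CircRNA6236 of Slc38a1 had 8, 7, and 7 reads against 55, 46, and 47 (log2 (FC) -2.18, SE 0.22, adjusted p 0.0249), and circRNA1948 of Klhl8 had 9, 11, and 10 against 42, 45, and 40 (log2 (FC) -1.52, SE 0.21, adjusted p 0.0483). With DESeq2, the adjusted p of circRNA1658 was 0.0969 and that of circRNA1948 was 0.13.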

The circRNAs expression profiling data showed that 1,339, 1,324, and 1,151 DECs were differentially expressed between the SSCI [1–3] groups and the sham group, of which 408, 349, and 532 were up-regulated, and 931, 975, and 619 were down-regulated, respectively. The SSCI [2–3] groups also exhibited some DECs compared to the SSCI–1 group. Specifically, there were 746 and 1,135 DEMs in the SSCI–2 and SSCI–3 groups, with 332 and 751 DECs showing up-regulation, and 414 and 384 DECs showing down-regulation, respectively. 

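Between the SSCI–2 and SSCI–1 groups, 23 of 1340 circRNAs were higher and 32 were lower in the SSCI–2 group (55 DECs), and 1 of them reached an adjusted p under 0.05. This count was 29 without SSCI–1 replicate 2 and 101 with all 4 groups in 1 fit. The higher DECs outnumbered the lower ones without SSCI–1 replicate 1, 2, or 3 (25 and 6, 21 and 8, and 30 and 6) and with at least 5 reads in 3 libraries (8 and 6). Between the SSCI–3 and SSCI–1 groups, 158 of 1601 circRNAs were higher and 64 were lower in the SSCI–3 group (222 DECs), of which 3 reached an adjusted p under 0.05. That count was 119 without SSCI–3 replicate 2, and the lower DECs outnumbered the higher ones without SSCI–3 replicate 1, 2, or 3 (52 higher and 71 lower, 41 and 78, and 47 and 78). In both comparisons the fits without a library kept the filter of 3 libraries. They could not test circRNAs listed only in the group that lost a library, so part of the turn in direction was built in. Named after their values were seen, the DEC of the SSCI–2 and SSCI–1 groups was circRNA6162 of Ly6al, with 694 reads in the SSCI–2 group and none listed in the SSCI–1 group (at least 223-fold higher, adjusted p 0.00423). The DECs of the SSCI–3 and SSCI–1 groups were circRNA0868 of Hba-a1, with 158 reads in the SSCI–1 group and none listed in the SSCI–3 group (at least 65.3-fold lower, adjusted p 0.0107), circRNA0092 (863 against 3 reads, ratio 356, counting interval from 122 to 1730, adjusted p 0.0107), and circRNA0466 (log2 (FC) -1.75, SE 0.25, adjusted p 0.0377).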

Compared with the SSCI–2 group, the SSCI–3 group had 1,120 DECs, of which 816 were up-regulated, and 304 were down-regulated (Fig. 4D). 

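Of the 1552 circRNAs tested between the SSCI–3 and SSCI–2 groups, 138 were higher and 47 were lower in the SSCI–3 group (185 DECs), and 2 reached an adjusted p under 0.05, circRNA0092 (adjusted p 0.011) and circRNA6162 (adjusted p 0.0279). Without SSCI–3 replicate 1 the number of DECs was 93, and without SSCI–2 replicate 3 it was 220. All 9 SSCI libraries together against the 3 sham libraries gave 79 up-regulated and 105 down-regulated DECs among 2817 circRNAs, with 2 past an adjusted p of 0.05. These were circRNA1695 of Cdh19 (log2 (FC) -2.49, SE 0.42, adjusted p 0.0253) and circRNA3963 of Tet1 (log2 (FC) -2.20, SE 0.40, adjusted p 0.0321), named after their values were seen. Neither this split nor its direction was stable: it was 183 up-regulated and 564 down-regulated without a filter on low counts, 45 and 318 with all 4 groups in 1 fit, 43 and 241 with scaling to the reads on genes, 96 and 75 with library size alone, 41 and 30 with at least 5 reads in 3 libraries, and 80 and 47, 77 and 49, and 72 and 54 without sham replicate 1, 2, and 3. Between the SSCI–3 and SSCI–2 groups the higher and lower DECs numbered 45 and 49 without SSCI–3 replicate 2, 44 and 54 without SSCI–3 replicate 3, and 35 and 37 with at least 5 reads in 3 libraries. Fits without a library kept the filter of 3 libraries and could not test circRNAs listed only in its group, which by itself shifts the split.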

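The total of the back-splice reads also varied between the groups. Per 1000000 reads counted on genes, it was 412 ± 12.3 in the sham group, 204 ± 6.43 in the SSCI–1 group, 225 ± 24.7 in the SSCI–2 group, and 335 ± 14.8 in the SSCI–3 group (SD, n = 3 libraries each). The differences from the sham group were -50.4%, -45.3%, and -18.7%, each larger than the spread between libraries. In each comparison every SSCI library lay below every sham library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). All 9 SSCI libraries against the 3 sham libraries gave a difference of -38.1% (two-sided exact permutation test over 220 splits, p = 0.00909). The SSCI–3 group was 63.8% above the SSCI–1 group and 48.5% above the SSCI–2 group (exact p = 0.1 for each), and the SSCI–2 group differed from the SSCI–1 group by 10.3% (exact p = 0.4). With other denominators these differences were smaller, except that of the SSCI–3 group from the sham group, which stayed about the same. Per 1000000 uniquely mapped reads the SSCI–1 and SSCI–2 groups differed from the sham group by -39.2% and -40.7%, the SSCI–3 group was 33.8% above the SSCI–1 group and 37.0% above the SSCI–2 group, and the SSCI–2 group differed from the SSCI–1 group by -2.32% (exact p = 0.7), the opposite direction. Per 1000000 clean reads the last 3 were 34.8%, 37.1%, and -1.66% (exact p = 0.8). No sequencing batch is given in the labels or in the paper.

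**Figure D1:**
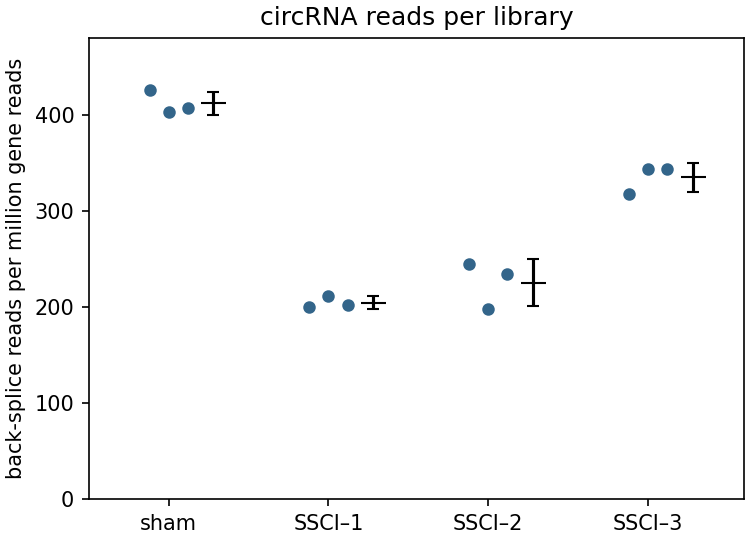
Back-splice reads per 1000000 reads counted on genes in each of the 12 libraries, by group. Points are libraries and lines are the group means with their SD, and all 9 SSCI libraries lie below the 3 sham libraries.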

According to the clustered heatmap, circRNAs expression patterns varied between the SSCI [1–3] groups and the sham group (Fig. 4E). 

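Among the DECs of the comparisons with the sham group, 2 circRNAs were up-regulated and 30 were down-regulated in all 3 SSCI groups. The SSCI–1 and SSCI–2 groups alone shared 21 up-regulated and 90 down-regulated DECs. With unchanged groups compared to the same sham libraries, 20 simulations gave a mean of 0.65 up-regulated and 4.6 down-regulated DECs common to all 3 comparisons, and at most 2 and 8. The up-regulated ones were circRNA3621 and circRNA0613, and they do not exceed the largest number of the simulations. With 1 library left out, the common down-regulated DECs numbered between 5 without sham replicate 1 and 41 without SSCI–3 replicate 2, and the up-regulated between 0 without SSCI–1 replicate 1 and 6 without sham replicate 2. Here too a circRNA listed only in the group that lost a library could not pass the filter. At an adjusted p under 0.05 in each comparison, none was common in either direction.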

Venn diagrams of the up-regulated and down-regulated DECs showed that 412 (52 up-regulated, 360 down-regulated) coexisted in the SSCI [1–3] groups *vs.* the sham group intersections (Figs. 4F–4G). Additional analyses of the DECs were conducted to investigate the molecular features of circRNAs, focusing on their length and chromosomal distribution. 

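In the deposited table, the circRNAs with positions on chromosome 1 numbered 785 (10.83% of the 7250 circRNAs), those on chromosome 2 numbered 580 (8.0%), those on chromosome 5 numbered 503 (6.94%), and those on chromosome 10 numbered 498 (6.87%). These are counts over all circRNAs identified in the 12 libraries, not over the DECs. The table gives a host gene for 7017 circRNAs (96.79%), from 3173 genes, and describes 6464 circRNAs (89.16%) as sense-overlapping, 345 as exonic, 175 as antisense, 54 as intronic, and the others as intergenic.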

Fig. 4H revealed that DECs majority were derived from chromosome 1 (10.83%; 785/7250), followed by chromosome 2 (8.0%; 580/7250), and chromosome 5 (6.94%; 503/7250), in descending order. Furthermore, Fig. 4I demonstrated that a significant proportion of the DECs had lengths of less than 2,000 nucleotides (85.94%; 6233/7250). 

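The lengths that the deposited table gives to the 7250 circRNAs had a median of 563 nucleotides, with 3161 circRNAs (43.6%) under 500 nucleotides, 5296 (73.05%) under 1000, and 6233 (85.97%) under 2000. The table has a separate column for the genomic distance between the back-splice sites, and the lengths counted here are those of the circRNA itself. Like the chromosomes, the lengths cover all circRNAs identified and not the DECs alone.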

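The circRNAs that the tables list have few reads. Each of the 10 up-regulated circRNAs was listed at 0 in every sham library and had between 7 and 16 reads in the 3 SSCI–1 libraries together. Each of the 10 down-regulated circRNAs was listed at 0 in all 9 SSCI libraries and had between 9 and 23 reads in the sham libraries together. The values that the tables head as FC are on the log2 scale in the authors' deposited table, where a group without reads enters with a small fixed value in place of 0, and a fitted log2 (FC) of this kind is no measure of size. Against a floor of 3 reads, the bounds for the up-regulated circRNAs of the SSCI–1 group run from at least 3.63-fold higher for circRNA0722 to at least 8.29-fold higher for circRNA3621. For the down-regulated circRNAs of that group they run from at least 1.93-fold lower for circRNA1498, circRNA3098, circRNA4664, and circRNA4884 to at least 4.93-fold lower for circRNA3111. This floor equals 1 unlisted read in each of the 3 libraries of a group, so the bounds on circRNAs hold for the reads themselves and leave no room for counting error. In the plot of reads per library, the circRNAs shown are those with the largest and the discussed changes of the tables.

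**Figure D2:**
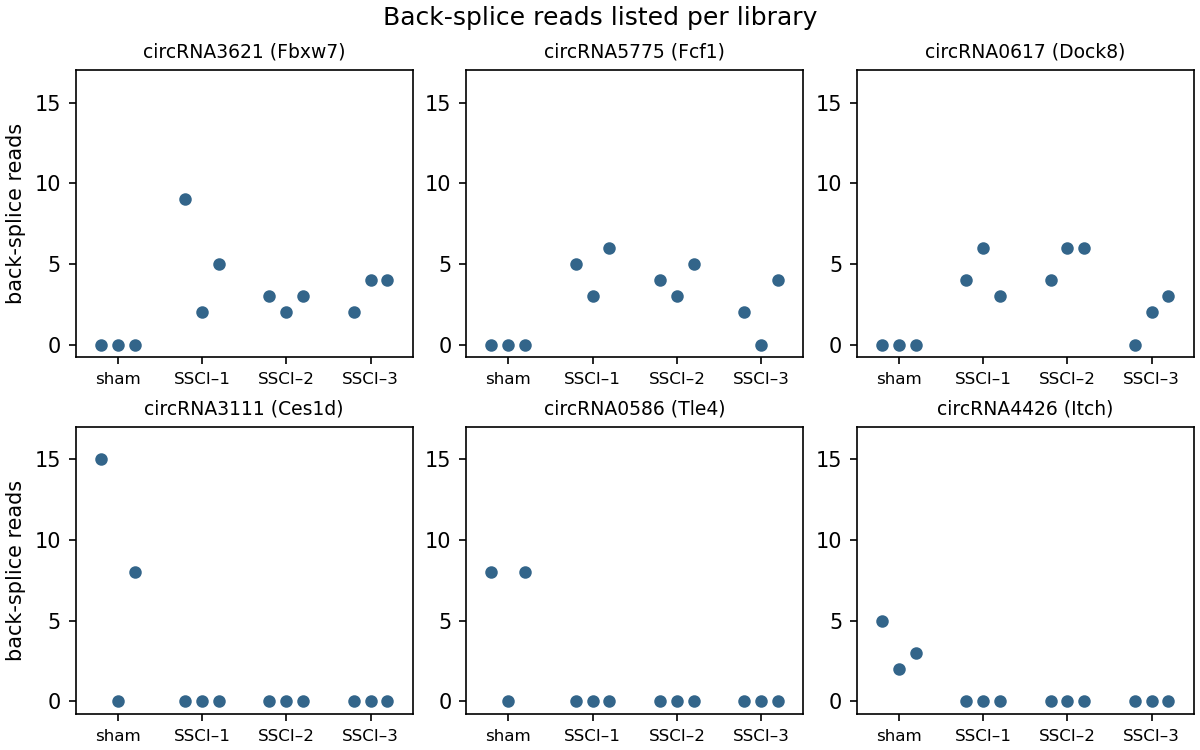
Back-splice reads of 6 circRNAs in each of the 12 libraries, by group, on a linear axis that starts at 0. CircRNA3621, circRNA5775, and circRNA0617 are listed at 0 in the 3 sham libraries, and circRNA3111, circRNA0586, and circRNA4426 at 0 in the 9 SSCI libraries.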

Tables 1 and 2 presented the top 10 up-regulated and down-regulated DECs, respectively, that are co-expressed in all SSCI [1–3] groups when compared with the sham group. The specific comparisons of DECs between each group could be found in Fig. S4.

**Table 1:** The top 10 up-regulated DECs co-expressed in all SSCI 1–3 groups compared with the sham group.

	**CircRNA ID**	**Fold change**	**Gene ID**	**Length**	**Host gene**
circRNA 3621	Chr2:184309074-184309661−	8.93/7.90/7.94	100360914	588	Fbxw7
circRNA 5775	Chr6:108797786-108802113 +	8.73/8.48/7.18	299198	294	Fcf1
circRNA 0617	Chr1:243014234-243018525 +	8.67/8.88/6.92	499337	248	Dock8
circRNA 2378	Chr15:70098761-70139170−	8.67/8.29/6.66	290396	660	Diaph3
circRNA 0613	Chr1:242716557-242737019−	8.64/8.68/8.21	679990	782	Pgm5
circRNA 2146	Chr14:88724076-88725530−	8.18/6.92/7.80	360980	360	Tns3
circRNA 4403	Chr3:145092634-145129362 +	8.03/8.06/7.22	362235	782	Syndig1
circRNA 1266	Chr10:109754888-109755050 +	7.95/7.93/8.09	360678	163	Arhgdia
circRNA 0544	Chr1:220039308-220042767−	7.88/7.16/7.40	293663	1533	Rbm4
circRNA 0722	Chr1:261165387-261165588−	7.81/7.75/7.60	24642	202	Pgam1

**Table 2:** The top 10 down-regulated DECs co-expressed in all SSCI 1–3 groups compared with the sham group.

	**CircRNA ID**	**Fold change**	**Gene ID**	**Length**	**Host gene**
circRNA 3111	Chr19:15151107-15207439 +	−8.15/−8.12/−8.59	113902	44991	Ces1d
circRNA 0586	Chr1:231457046-231498197−	−7.62/−7.59/−8.05	25565	360	Tle4
circRNA 1617	Chr12:31203176-31238119−	−7.3/−7.28/−7.74	689257	1457	Adgrd1
circRNA 4426	Chr3:150692740-150696569−	−7.31/−7.28/−7.75	311567	405	Itch
circRNA 5664	Chr6:71078256-71089829−	−6.94/−6.91/−7.38	85421	1209	Prkd1
circRNA 0143	Chr1:80051932-80052296−	−6.94/−6.91/−7.38	292687	253	Qpctl
circRNA 1498	Chr12:4448685-4450137−	−6.93/−6.91/−7.37	304208	292	Cers4
circRNA 3098	Chr19:10788035-10789787−	−6.8/−6.78/−7.24	689249	248	Rspry1
circRNA 4664	Chr4:64451679-64474930−	−6.77/−6.75/−7.21	688705	481	Dgki
circRNA 4884	Chr4:152937981-152938845 +	−6.77/−6.75/−7.21	312678	307	Kdm5a

### Validation of the expression of circRNAs by qRT-PCR

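CircRNA3621 lies on chromosome 2 of Rnor_6.0 from 184309074 to 184309661, in an exon of Fbxw7, and is 588 nucleotides long. It had 9, 2, and 5 reads in the SSCI–1 libraries, 3, 2, and 3 in the SSCI–2 libraries, and 2, 4, and 4 in the SSCI–3 libraries. Its unadjusted p was 0.00753, 0.00657, and 0.016 in the SSCI–1, SSCI–2, and SSCI–3 groups, and its adjusted p was 0.119, 0.132, and 0.409. With all 4 groups in 1 fit, its adjusted p in the SSCI–1 group was 0.0474. CircRNA5775 of Fcf1, on chromosome 6 from 108797786 to 108802113, had 5, 3, and 6 reads in the SSCI–1 libraries, 4, 3, and 5 in the SSCI–2 libraries, and 2, 0, and 4 in the SSCI–3 libraries. CircRNA0617 of Dock8, on chromosome 1 from 243014234 to 243018525, had 4, 6, and 3 reads, 4, 6, and 6 reads, and 0, 2, and 3 reads. CircRNA2378 of Diaph3, on chromosome 15 from 70098761 to 70139170, had 4, 6, and 3 reads, 0, 4, and 7 reads, and 2, 2, and 0 reads. CircRNA0613 of Pgm5, on chromosome 1 from 242716557 to 242737019, had 4, 4, and 5 reads, 3, 5, and 6 reads, and 5, 3, and 4 reads. These 4 circRNAs also passed, in the SSCI–1 group, the unadjusted threshold, each with an adjusted p of 0.119. CircRNA0613 passed it in all 3 groups, and with all 4 groups in 1 fit its adjusted p was 0.0322 in the SSCI–1 group and 0.0445 in the SSCI–2 group. CircRNA5775 and circRNA0617 passed it in the SSCI–2 group, where circRNA2378 had reads in too few libraries to be tested, and the 3 of them had reads in too few libraries to be tested in the SSCI–3 group.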

The RNA-seq analysis showed that circRNA3621, circRNA5775, circRNA0617, circRNA2378, and circRNA0613 were the five most significantly up-regulated DECs common to SSCI [1–3] groups compared with the sham group. Moreover, circRNA3111, circRNA0586, circRNA1617, circRNA4426, and circRNA5665 were the five most significantly down-regulated DECs common to SSCI [1–3] groups compared with the sham group. 

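CircRNA3111 of Ces1d, on chromosome 19 of Rnor_6.0 from 15151107 to 15207439, had 15, 0, and 8 reads in the sham libraries. CircRNA0586 of Tle4, on chromosome 1 from 231457046 to 231498197, had 8, 0, and 8. With reads in 2 of the 6 libraries of each comparison, neither of them passed the filter of the test. Against the floor of 3 reads, circRNA3111 was at least 5.13-fold lower in the SSCI–2 group and at least 6.11-fold lower in the SSCI–3 group, and circRNA0586 was at least 3.57-fold and at least 4.25-fold lower. CircRNA1617 of Adgrd1, on chromosome 12 from 31203176 to 31238119, had 3, 4, and 6 reads in the sham libraries, with an unadjusted p of 0.0149, 0.0145, and 0.0139 and an adjusted p of 0.121, 0.132, and 0.409 in the SSCI–1, SSCI–2, and SSCI–3 groups. CircRNA4426 of Itch, on chromosome 3 from 150692740 to 150696569, had 5, 2, and 3 reads in the sham libraries, with an unadjusted p of 0.0166, 0.0173, and 0.0229. CircRNA5665 of Strn3, on chromosome 6 from 72392025 to 72395191, had 2 reads in SSCI–2 replicate 2 and was listed at 0 in the other 11 libraries, the sham libraries among them. In place of circRNA5665, Table 2 lists circRNA5664 of Prkd1, which had 5, 2, and 3 reads in the sham libraries and none listed in the SSCI libraries.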

The above 10 circRNAs were selected for qRT-PCR to confirm the RNA-seq results’ accuracy, and the sequences were listed in Table 3. The qRT-PCR experiment results, presented in Fig. 5, were consistent with the RNA-seq data, thus affirming the RNA-seq results precisions.

**Table 3:** Primer sequences for qRT-PCR.

**Name**	**Primer sequences**	
circRNA 3621	Forward	ACCAAGACAACAAAGAATGTGAA
	Reverse	CAGAGAGCCTCCAGTTCGTC
circRNA 5775	Forward	ACTGTCTGTACGCCAAGTGT
	Reverse	TTCTTTACTTAGTGCCACACGA
circRNA 0617	Forward	TTGTGAACCGGAACCTCAGC
	Reverse	AAGTGCGTCATCACAAGTCCT
circRNA 2378	Forward	TCAGAACTTCATTTATGATGAGCAA
	Reverse	AGCTTAAAGAGAATAGCAGTGAGC
circRNA 0613	Forward	GGACAGATTGGTCGGCTGATT
	Reverse	CCACCAGCTGCTTTGATCTTC
circRNA 3111	Forward	CAGCACAGGGGATGAACACA
	Reverse	GACACTTTCACCTCCTGCTGA
circRNA 0586	Forward	AGAGACTCCATCAAGGCAGAGA
	Reverse	GGTGCTCTTGGGACAGGAAA
circRNA 1617	Forward	AACTGGGTTTGAGGTCTTAGCC
	Reverse	GCACAGTGAGGTTGAGGGTT
circRNA 4426	Forward	TCAGAGGTCATCTCAGCCAAAC
	Reverse	TGACTGCCCATCTACTGTGA
circRNA 5664	Forward	TACAGCAAAAGTCTCCATCTGAG
	Reverse	GTGTGTGGCACCTTCACCTT
GADPH	Forward	ACAAGATGGTGAAGGTCGGTG
	Reverse	AGAAGGCAGCCCTGGTAACC

**Figure 5:**
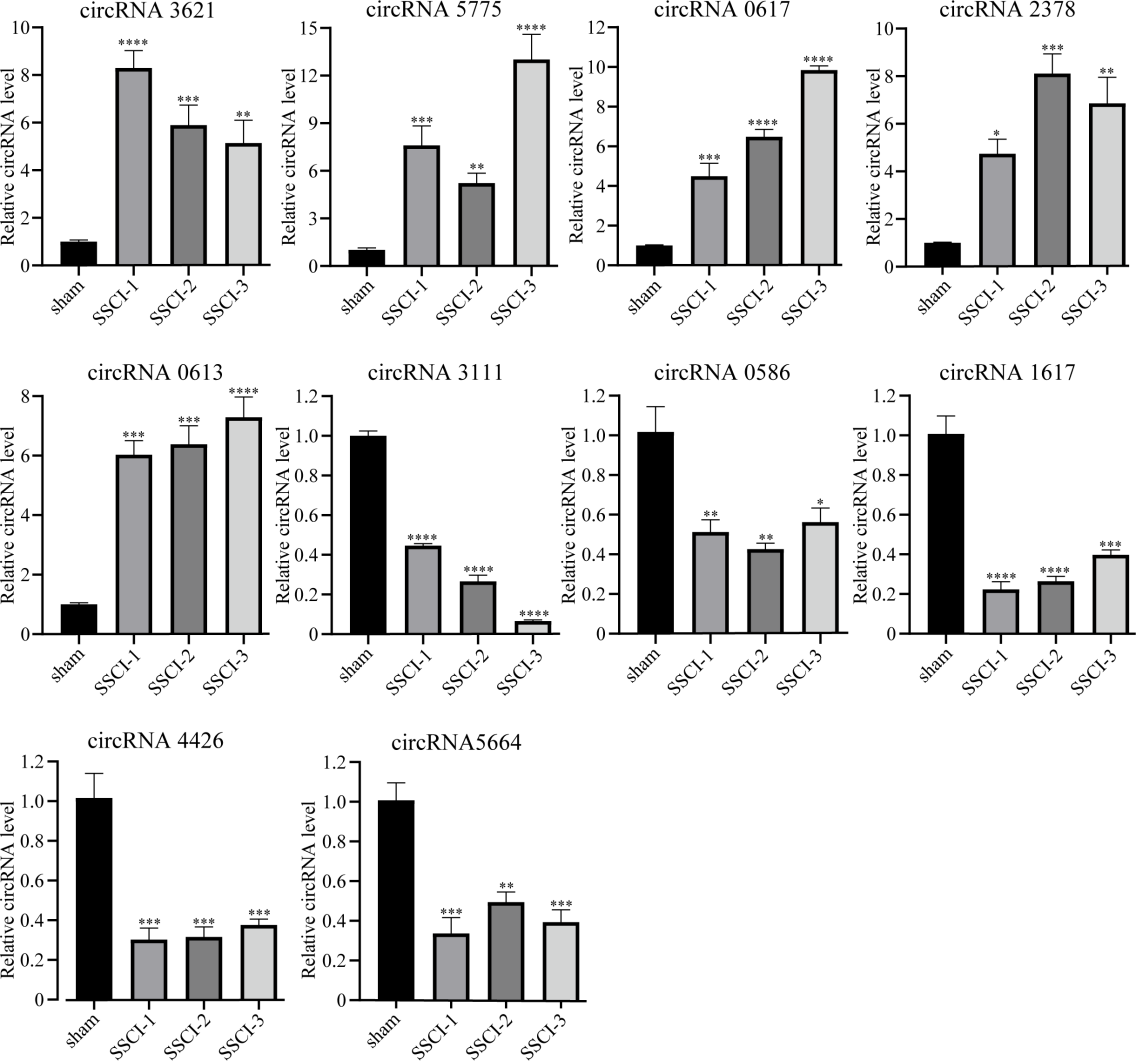
Confirmation of the expression of the DECs using qRT-PCR. Error bars represent mean ± SEM. *: *p*-value <0.05 *vs.* sham group, **: *p*-value <0.01 *vs.* sham group, ***: *p*-value <0.001 *vs.* sham group, ****: *p*-value <0.0001 *vs.* sham group.

### The feature and the potential function of DEMs and DECs

GO enrichment analysis was performed, during which biological process (BP), cellular component (CC), and molecular function (MF) were described to filter the key regulators and pathways of the DEMs and the hosting genes of the DECs in the process of NB following SSCI.

For DEMs, the SSCI [1–3] groups were compared to the sham group (Fig. S6); the top 10 up-regulated and the top 10 down-regulated GO terms of DEMs were shown in Figs. 6A–6F. In the up-regulated GO terms, the BP category was mostly enriched in “inflammatory response”, “inflammatory response”, and “chronic inflammatory response”. 

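GO terms were tested with a one-sided hypergeometric test against the genes that were tested in the comparison and carry an annotation in the deposited tables, with terms of at least 5 members and Benjamini-Hochberg adjustment. Among up-regulated DEMs, 121 BP terms reached an adjusted p under 0.05 in the SSCI–1 group, 115 in the SSCI–2 group, and 1 in the SSCI–3 group. For the up-regulated DEMs of the SSCI–3 group this number was 0 with all 4 groups in 1 fit and 2 with DESeq2, and with 1 library left out it lay between 0 without SSCI–3 replicate 1 and 3 without sham replicate 2. "Inflammatory response" held 86 up-regulated DEMs among its 235 tested genes in the SSCI–1 group (3.23 times the background share, adjusted p 2.38e-21) and 111 of 244 in the SSCI–2 group (3.94 times, adjusted p 1.3e-37). "Chronic inflammatory response" held 3 up-regulated DEMs among 12 genes in the SSCI–3 group (17.8 times, adjusted p 0.247). Its adjusted p was 0.0184 with DESeq2 and 0.0213 without sham replicate 2. "Inflammatory response" in the SSCI–3 group held 8 up-regulated DEMs among 225 genes (adjusted p 1) and 20 down-regulated DEMs (adjusted p 0.0432).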

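Of the 858 genes of "extracellular space" tested in the SSCI–1 group, 271 were up-regulated DEMs (2.79 times the background share, adjusted p 5.44e-58). In the SSCI–2 group 244 of 868 were (2.44 times, adjusted p 1.07e-39), and in the SSCI–3 group 34 of 819 were (2.96 times, adjusted p 6.56e-05). It had the lowest p of all GO terms among up-regulated DEMs in each comparison. The term was also over-represented among down-regulated DEMs, with 92 of 858 genes in the SSCI–1 group (adjusted p 0.0394). There it held 95 of 868 genes in the SSCI–2 group (adjusted p 0.0313) and 66 of 819 in the SSCI–3 group (adjusted p 4.06e-06). "Integrin binding" held 37 up-regulated DEMs among 105 genes in the SSCI–1 group (adjusted p 3.07e-08). "Cytokine activity" held 36 of 91 in the SSCI–2 group (adjusted p 2.24e-09). "Serine-type endopeptidase activity" held 9 of 95 in the SSCI–3 group (adjusted p 0.0115), a call that was lost without sham replicate 1 (adjusted p 0.476) and with all 4 groups in 1 fit (adjusted p 0.0836).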

The CC category was mostly enriched in “extracellular space”, “extracellular space”, and “extracellular space”; the MF category was mainly involved in “integrin binding”, “cytokine activity”, and “serine-type endopeptidase activity”. 

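Among down-regulated DEMs, 13 BP terms reached an adjusted p under 0.05 in the SSCI–1 group, 13 in the SSCI–2 group, and 12 in the SSCI–3 group. Against all annotated genes of the table as background, 33 did in the SSCI–2 group, and without a limit on FC 67 did in the SSCI–3 group. With 1 library left out, the number of the SSCI–3 group lay between 3 without sham replicate 2 and 8 without SSCI–3 replicate 2, and that of the SSCI–2 group was 21 without sham replicate 1. "Potassium ion transmembrane transport" held 29 down-regulated DEMs among 97 genes in the SSCI–1 group (3.93 times the background share, adjusted p 1.69e-07), and "voltage-gated potassium channel complex" held 22 of 58 (4.99 times, adjusted p 1.69e-07). In the SSCI–2 group, "potassium ion transport" held 18 of 54 (adjusted p 4.33e-05) and "integral component of plasma membrane" held 119 of 753 (adjusted p 9.54e-11). In the SSCI–3 group, "positive regulation of synapse assembly" held 15 of 61 (6.68 times, adjusted p 5.97e-06) and "anchored component of membrane" held 12 of 36 (9.05 times, adjusted p 5.97e-06). "Calcium ion binding" had an adjusted p of 0.00305, 0.000189, and 0.0294 in the SSCI–1, SSCI–2, and SSCI–3 groups, and in the SSCI–3 group it was 0.254 without SSCI–3 replicate 3.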

In the down-regulated GO terms, the BP category was mostly enriched in “potassium ion transmembrane transport”, “potassium ion transport”, and “positive regulation of synapse assembly”; the CC category was mostly enriched in “voltage-gated potassium channel complex”, “integral component of the plasma membrane”, and “anchored component of membrane”; the MF category was mostly involved in “calcium ion binding”, “calcium ion binding”, and “calcium ion binding”. In addition, comparing the SSCI [1–3] groups to the sham group (Fig. S7), the top 20 up-regulated and down-regulated KEGG pathways are shown in Figs. 7A–7F. 

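"Cytokine-cytokine receptor interaction" held 61 up-regulated DEMs among 178 genes in the SSCI–1 group (2.61 times the background share, adjusted p 1.58e-11), 82 of 188 in the SSCI–2 group (3.10 times, adjusted p 3.09e-21), and 8 of 166 in the SSCI–3 group (3.21 times, adjusted p 0.423). By p-value it ranked 3, 1, and 2 among the KEGG pathways. The lowest p in the SSCI–1 group was that of "Systemic lupus erythematosus", with 40 up-regulated DEMs among 73 genes (adjusted p 5.41e-15). No pathway reached an adjusted p under 0.05 among the up-regulated DEMs of the SSCI–3 group. The adjusted p of "Cytokine-cytokine receptor interaction" there was 0.00292 without sham replicate 2 and 0.0497 with all 4 groups in 1 fit.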

Among those, the most significantly up-regulated pathways were “Cytokine-cytokine receptor interaction”, “Cytokine-cytokine receptor interaction”, and “Cytokine-cytokine receptor interaction”, respectively. The most obvious down-regulated pathways were the “Neuroactive ligand–receptor interaction”, “Calcium signaling pathway”, and “Neuroactive ligand–receptor interaction”, respectively.

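"Neuroactive ligand-receptor interaction" had the lowest p among down-regulated DEMs in all 3 groups. It held 43 of its 174 genes in the SSCI–1 group (3.53 times the background share, adjusted p 2.12e-11), 41 of 175 in the SSCI–2 group (adjusted p 9.13e-10), and 28 of 164 in the SSCI–3 group (4.28 times, adjusted p 9.68e-09). "Calcium signaling pathway" ranked 2 in the SSCI–2 group, with 36 of 157 genes (3.23 times, adjusted p 2.03e-08). At an adjusted p under 0.05 there were 19 pathways in the SSCI–1 group, 30 in the SSCI–2 group, and 1 in the SSCI–3 group. Without SSCI–2 replicate 1 the number of the SSCI–2 group fell to 8. That of the SSCI–3 group was 6 without sham replicate 1 or without sham replicate 3, and 28 without a limit on FC.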

**Figure 6:**
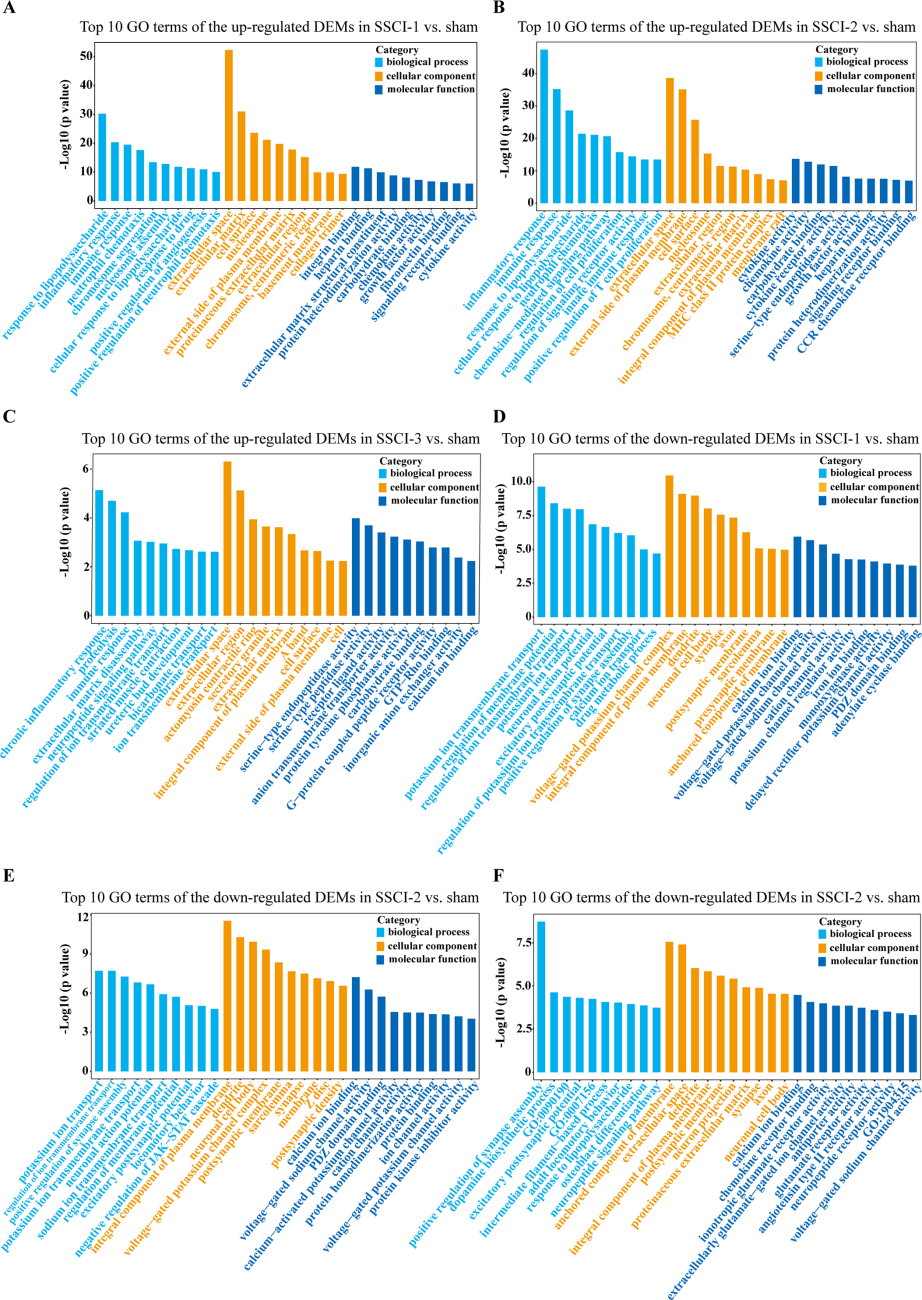
GO enrichment analysis of the DEMs in SSCI 1–3 groups compared to sham group. (A) Top 10 GO enrichment terms in BP, CC, and MF of the up-regulated DEMs in SSCI–1 group *vs.* sham group. (B) Top 10 GO enrichment terms in BP, CC, and MF of up-regulated DEMs in SSCI–2 group *vs.* sham group. (C) Top 10 GO enrichment terms in BP, CC, and MF of up-regulated DEMs in SSCI–3 group *vs.* sham group. (D) Top 10 GO enrichment terms in BP, CC, and MF of the down-regulated DEMs in SSCI–1 group *vs.* sham group. (E) Top 10 GO enrichment terms in BP, CC, and MF of down-regulated DEMs in SSCI–2 group *vs.* sham group. (F) Top 10 GO enrichment terms in BP, CC, and MF of down-regulated DEMs in SSCI–3 group *vs.* sham group.

**Figure 7:**
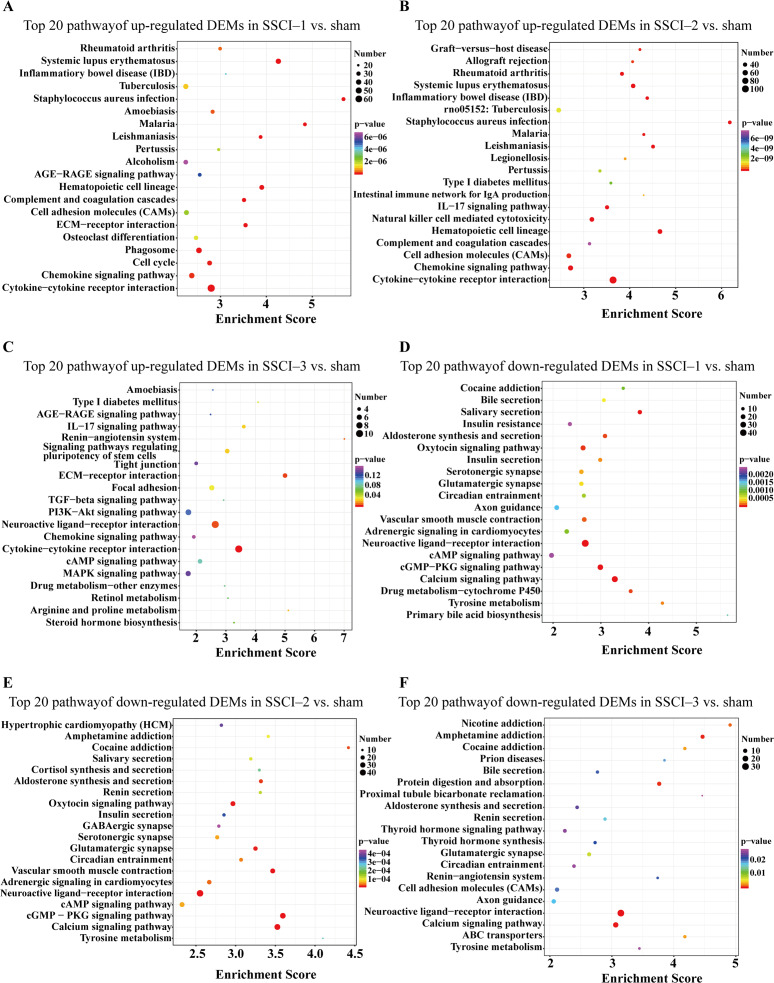
KEGG pathway analysis of DEMs in SSCI 1–3 groups compared to sham group. (A) Top 20 KEGG pathway analysis of up-regulated DEMs in SSCI–1 group *vs.* sham group. (B) Top 20 KEGG pathway analysis of up-regulated DEMs in SSCI–2 group *vs.* sham group. (C) Top 20 KEGG pathway analysis of up-regulated DEMs in SSCI–3 group *vs.* sham group. (D) Top 20 KEGG pathway analysis of down-regulated DEMs in SSCI–1 group *vs.* sham group. (E) Top 20 KEGG pathway analysis of down-regulated DEMs in SSCI–2 group *vs.* sham group. (F) Top 20 KEGG pathway analysis of down-regulated DEMs in SSCI–3 group *vs.* sham group.

The top 30 up-regulated and the top 30 down-regulated GO terms of DECs are shown in Figs. 8A–8F. According to GO analysis (Fig. S8), the terms that contained the most DECs were “negative regulation of neuron migration”, “negative regulation of cell migration”, and “negative regulation of receptor biosynthetic process”, respectively, in the up-regulated BP category. 

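For DECs, each circRNA was counted with the terms of its host gene, against the circRNAs tested in the comparison. No BP term reached an adjusted p under 0.05 among up-regulated DECs in any of the 3 groups, and at an unadjusted p under 0.05 there were 3, 7, and 4 terms of the 550, 523, and 586 tested in the SSCI–1, SSCI–2, and SSCI–3 groups. Without a filter on low counts, 5 BP terms reached an adjusted p under 0.05 in the SSCI–1 group and 3 in the SSCI–2 group. "Negative regulation of cell migration" held 3 up-regulated DECs among 20 circRNAs in the SSCI–2 group (5.05 times the background share, unadjusted p 0.0197, adjusted p 1). "Negative regulation of neuron migration" in the SSCI–1 group and "negative regulation of receptor biosynthetic process" in the SSCI–3 group had fewer than 5 tested circRNAs and could not be tested.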

The terms that contained the most DECs were “extracellular region”, “trans-Golgi network membrane”, and “postsynaptic density”, respectively, for up-regulated CC category. 

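"Extracellular region" held 4 up-regulated DECs among 20 circRNAs in the SSCI–1 group (6.07 times the background share, unadjusted p 0.00344, adjusted p 0.656). Its adjusted p was 0.00186 with all 4 groups in 1 fit. "Trans-Golgi network membrane" held none of its 5 circRNAs in the SSCI–2 group, and "postsynaptic density" held 2 of 44 in the SSCI–3 group (adjusted p 1). The CC terms with an adjusted p under 0.05 in the SSCI–1 group were "proteinaceous extracellular matrix", with 5 of 13 circRNAs, and "basement membrane", with 4 of 8, each at 0.0445. No GO term of these DECs was under 0.05 with each host gene counted once, with DESeq2, with library size alone as the scaling, or in any of the 6 fits with 1 library left out. With all 4 groups in 1 fit 7 terms were, and without a filter on low counts 18.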

For up-regulated MF, the terms that contained the most DECs were “iron ion binding”, “pre-mRNA intronic binding”, and “RNA polymerase II transcription factor activity, sequence-specific transcription regulatory region DNA binding”, respectively. 

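In the MF category, "iron ion binding" held 2 up-regulated DECs among 17 circRNAs in the SSCI–1 group (3.57 times the background share, adjusted p 1). "Pre-mRNA intronic binding" in the SSCI–2 group and "RNA polymerase II transcription factor activity, sequence-specific transcription regulatory region DNA binding" in the SSCI–3 group had fewer than 5 tested circRNAs.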

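Among down-regulated DECs, 35, 20, and 9 BP terms had an unadjusted p under 0.05 in the SSCI–1, SSCI–2, and SSCI–3 groups. No term that the paper's supplement lists under BP reached an adjusted p under 0.05 in any of the 3 groups. With DESeq2, 3 BP terms of the SSCI–2 group did, and 3 did without SSCI–2 replicate 2. "Adenylate cyclase-activating G-protein coupled receptor signaling pathway" held 5 of 14 circRNAs in the SSCI–1 group (2.62 times the background share, unadjusted p 0.0316, adjusted p 0.673). "CAMP biosynthetic process" held 4 of 5 in the SSCI–2 group (6.14 times, unadjusted p 0.00126, adjusted p 0.166), and its adjusted p was 0.0331 with DESeq2 and 0.0258 without SSCI–2 replicate 2. "Intracellular signal transduction" held 5 of 96 in the SSCI–3 group (adjusted p 1). "Endocytic vesicle" held 1 of 10 in the SSCI–1 group, "guanylate cyclase complex, soluble" held 4 of 7 in the SSCI–2 group (adjusted p 0.369), and "sarcolemma" held 3 of 36 in the SSCI–3 group. "Calcium- and calmodulin-responsive adenylate cyclase activity" held 3 of 5, 4 of 5, and 0 of 6 circRNAs in the SSCI–1, SSCI–2, and SSCI–3 groups. The lowest p-values among all GO terms were those of "neuroligin family protein binding", with 6 of 6 circRNAs and an adjusted p of 0.008 in the SSCI–1 group and 0.00604 in the SSCI–2 group. Next was "regulation of voltage-gated calcium channel activity", a term not counted under BP here. It held 5 of 5 circRNAs in each of these 2 groups (adjusted p 0.03 and 0.0237). With each host gene counted once, no term of the down-regulated DECs had an adjusted p under 0.05, and in these 2 groups no GO term did without sham replicate 1 or without sham replicate 2.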

In the down-regulated GO terms, the BP category was mostly enriched in “adenylate cyclase-activating G-protein coupled receptor signaling pathway”, “cAMP biosynthetic process”, and “intracellular signal transduction”; the CC category was mostly enriched in “endocytic vesicle”, “guanylate cyclase complex, soluble”, and “sarcolemma”; the MF category was mostly involved in “calcium- and calmodulin-responsive adenylate cyclase activity”, “calcium- and calmodulin-responsive adenylate cyclase activity”, and “calcium- and calmodulin-responsive adenylate cyclase activity”. In addition, comparing the SSCI [1–3] groups to the sham group (Fig. S9), the top 20 up-regulated and the top 20 down-regulated KEGG pathways are shown in Figs. 9A–9F. Among those, the most significantly up-regulated pathways were involved in “Vasopressin-regulated water reabsorption”, “Notch signaling pathway”, and “Glutamatergic synapse”, respectively. 

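"Vasopressin-regulated water reabsorption" held 1 up-regulated DEC among 6 circRNAs in the SSCI–1 group (adjusted p 1). "Notch signaling pathway" held 2 of 8 in the SSCI–1 group (5.43 times the background share, unadjusted p 0.0482, adjusted p 1), where it had the lowest p among the pathways, and 0 of 7 in the SSCI–2 group. "Glutamatergic synapse" held 0 of 27 in the SSCI–3 group. Among up-regulated DEMs, "Notch signaling pathway" held 0 of its 46 genes in each of the 3 groups.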

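Down-regulated DECs made up 8 of the 24 circRNAs of "Phospholipase D signaling pathway" in the SSCI–1 group (2.66 times the background share, unadjusted p 0.0059, adjusted p 0.108) and 7 of 22 in the SSCI–2 group (2.63 times, unadjusted p 0.0109, adjusted p 0.263). It ranked 6 and 8 among the pathways, and its adjusted p in the SSCI–2 group was 0.0425 without SSCI–2 replicate 2. "Bile secretion" held 1 of 10 in the SSCI–3 group (adjusted p 1). The pathway with the lowest p in the SSCI–1 group was "cGMP - PKG signaling pathway", with 14 of 42 circRNAs (2.66 times, adjusted p 0.0424). In the SSCI–1 group no pathway had an adjusted p under 0.05 with DESeq2, with library size alone as the scaling, without a filter on low counts, with all 4 groups in 1 fit, or with each host gene counted once, nor in 5 of the 6 fits with 1 library left out, the exception being the fit without sham replicate 1. With the replicate number as a block 1 pathway did there, and with all annotated circRNAs as the background 6 did. No pathway did in the SSCI–2 group, but 13 did with DESeq2, 11 without SSCI–2 replicate 2, 1 without SSCI–2 replicate 3, and 2 each without a filter on low counts, with all 4 groups in 1 fit, and with all annotated circRNAs as the background. In the SSCI–3 group 1 did, without SSCI–3 replicate 3 only.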

The most obvious down-regulated pathways were involved in the “Phospholipase D signaling pathway”, “Phospholipase D signaling pathway”, and “Bile secretion”, respectively. Go and KEGG analysis indicated that an increasing quantity of cells with immune function compared to the sham group, and the Notch signaling pathway might be the main cause of NB following SSCI.

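"Immune response" held 55 up-regulated DEMs among 170 genes in the SSCI–1 group (2.86 times the background share, adjusted p 8.15e-11), 75 of 177 in the SSCI–2 group (3.67 times, adjusted p 1.81e-22), and 10 of 163 in the SSCI–3 group (4.38 times, adjusted p 0.08). The adjusted p of the SSCI–3 group was 0.0151 without a filter on low counts and 0.0208 with library size alone as the scaling. Among DECs the term had fewer than 5 tested circRNAs in the SSCI–1 and SSCI–2 groups and held 0 of 5 in the SSCI–3 group. From the enriched GO terms and KEGG pathways, the paper reasons that cells with immune function were more numerous than in the sham group, and it proposes that this and the Notch signaling pathway might chiefly cause NB following SSCI.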

**Figure 8:**
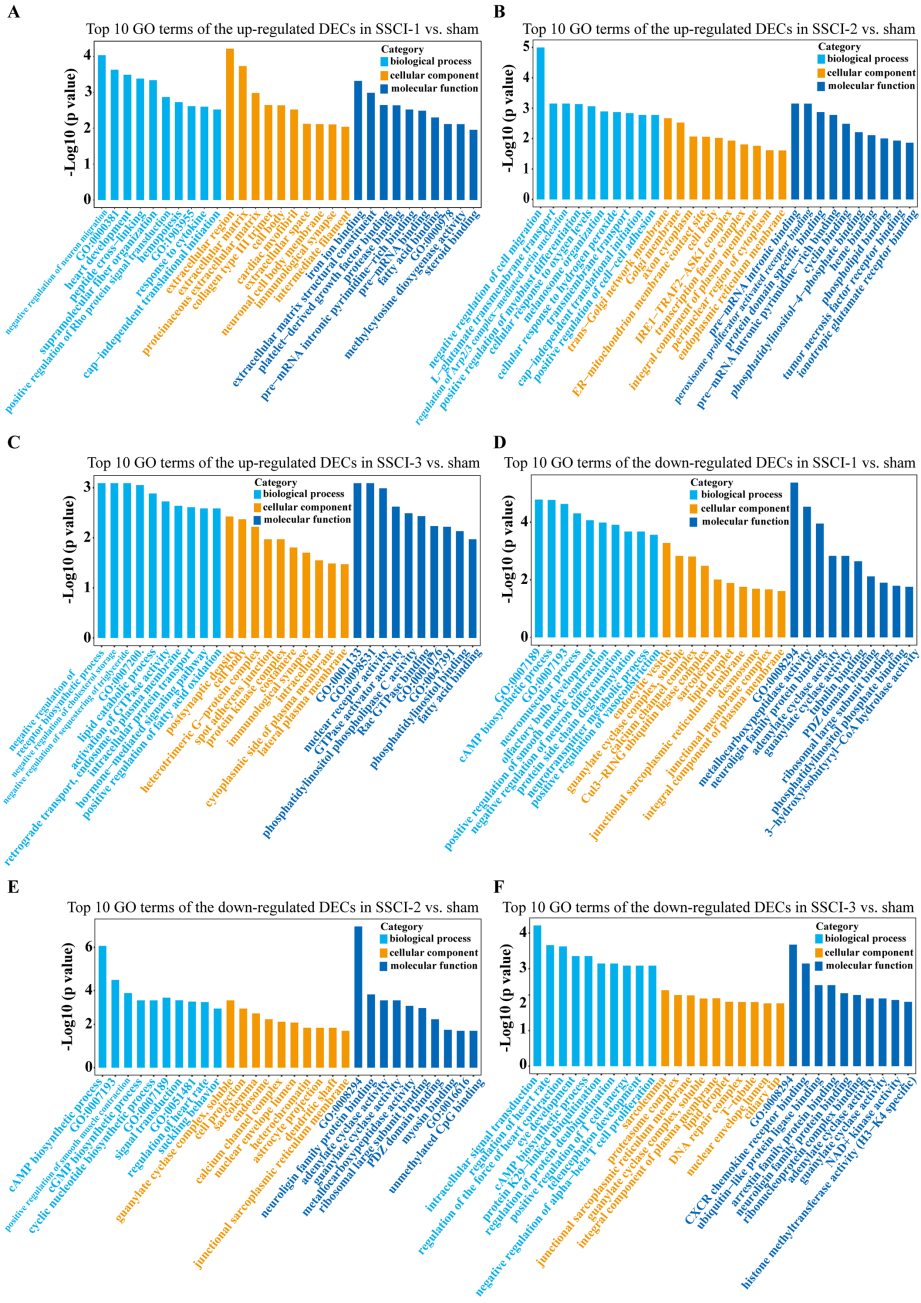
GO enrichment analysis of the DECs in SSCI 1–3 groups compared to sham group. (A) Top 10 GO enrichment terms in BP, CC, and MF of the up-regulated DECs in SSCI–1 group *vs.* sham group. (B) Top 10 GO enrichment terms in BP, CC, and MF of up-regulated DECs in SSCI–2 group *vs.* sham group. (C) Top 10 GO enrichment terms in BP, CC, and MF of up-regulated DECs in SSCI–3 group *vs.* sham group. (D) Top 10 GO enrichment terms in BP, CC, and MF of the down-regulated DECs in SSCI–1 group *vs.* sham group. (E) Top 10 GO enrichment terms in BP, CC, and MF of down-regulated DECs in SSCI–2 group *vs.* sham group. (F) Top 10 GO enrichment terms in BP, CC, and MF of down-regulated DECs in SSCI–3 group *vs.* sham group.

**Figure 9:**
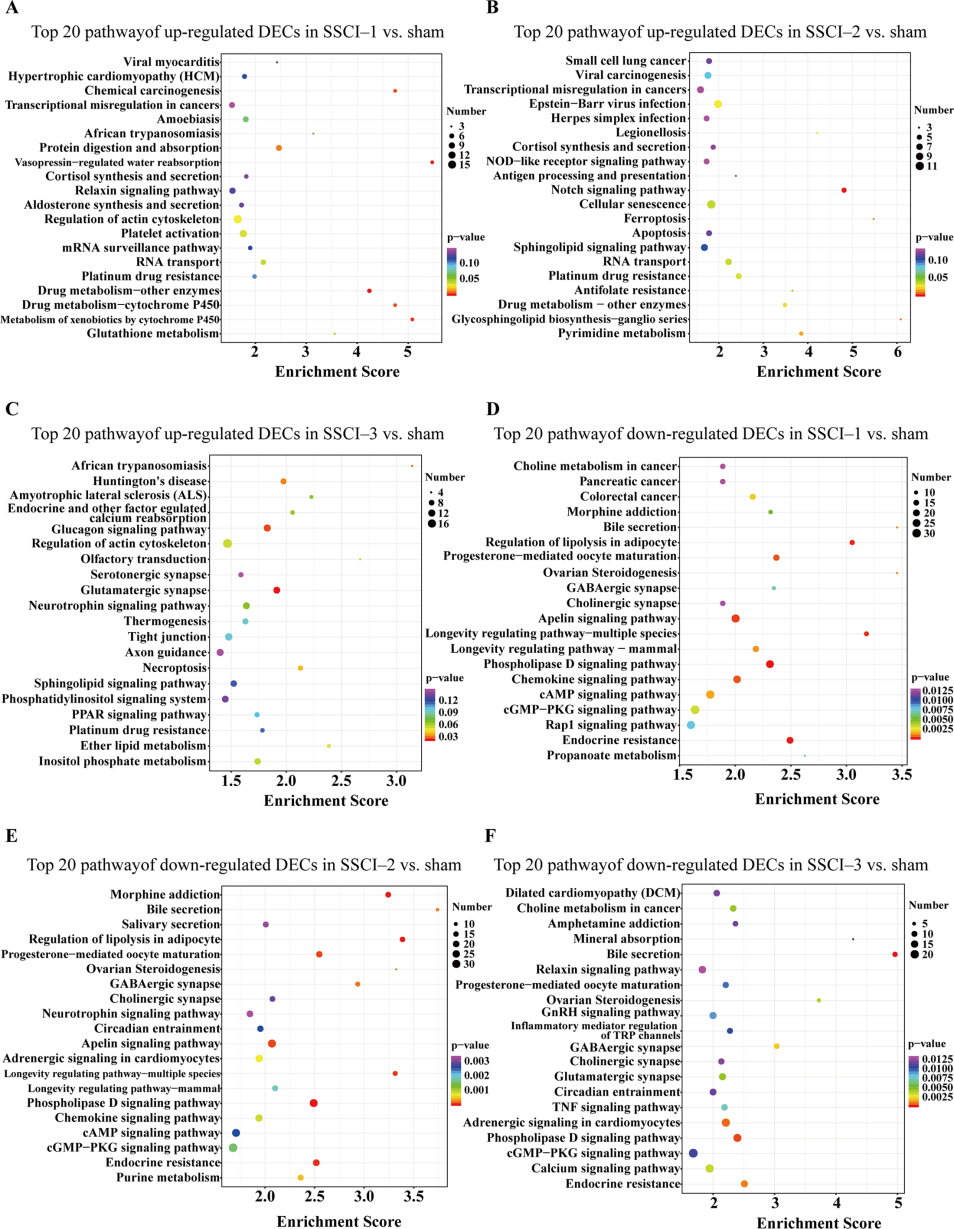
KEGG pathway analysis of the DECs in SSCI 1–3 groups compared to sham group. (A) Top 20 KEGG pathway analysis of up-regulated DECs in SSCI–1 group *vs.* sham group. (B) Top 20 KEGG pathway analysis of up-regulated DECs in SSCI–2 group *vs.* sham group. (C) Top 20 KEGG pathway analysis of up-regulated DECs in SSCI–3 group *vs.* sham group. (D) Top 20 KEGG pathway analysis of down-regulated DECs in SSCI–1 group *vs.* sham group. (E) Top 20 KEGG pathway analysis of down-regulated DECs in SSCI–2 group *vs.* sham group. (F) Top 20 KEGG pathway analysis of down-regulated DECs in SSCI–3 group *vs.* sham group.

### The circRNA–miRNA–mRNA network construction

Based on comparing the SSCI groups and the sham group at three different time points, we constructed the circRNA–miRNA–mRNA co-expression network to reveal the complex interactions among circRNAs, miRNAs, and mRNAs. Those DECs predicted miRNAs interacting with them, and the ceRNAs network was calculated and visualized according to those miRNAs (Fig. S10). These circRNAs and their neighbors were found to form a complex module when they were mapped onto a co-expression network. 

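The network of the paper's Fig. 10 was counted in the table of its supplement, which lists predicted pairs and not measured contacts. The SSCI–1 network has 303 pairs among 16 circRNAs, 54 miRNAs, and 62 mRNAs, the SSCI–2 network has 324 pairs among 20, 66, and 33, and the SSCI–3 network has 282 pairs among 23, 57, and 56. Of these circRNAs, 10, 7, and 7 were DECs in the test across replicates, and of the mRNAs 59, 30, and 55 were DEMs. Among circRNAs, circRNA1249 has the most partners in the SSCI–1 network (21) and in the SSCI–2 network (18), and circRNA2239 has the most in the SSCI–3 network (19). Over all kinds of nodes, rno-miR-466b-3p has the most partners, with 64, 37, and 27. CircRNA1249 of Cd300lf, on chromosome 10 of Rnor_6.0 from 103586432 to 103677527, had 0, 4, and 0 reads in the sham libraries, 6, 13, and 9 in the SSCI–1 libraries, 19, 0, and 9 in the SSCI–2 libraries, and 0, 0, and 5 in the SSCI–3 libraries. Its log2 (FC) was 3.22 in the SSCI–1 group (SE 0.89, adjusted p 0.119) and 3.23 in the SSCI–2 group (SE 1.35, adjusted p 0.258).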

As shown in Fig. 10, circRNA1249 and circRNA2239 were the network’s largest node, indicating that the circRNA1249-mediated and circRNA2239-mediated network may play a crucial role in the NB process following SSCI.

**Figure 10:**
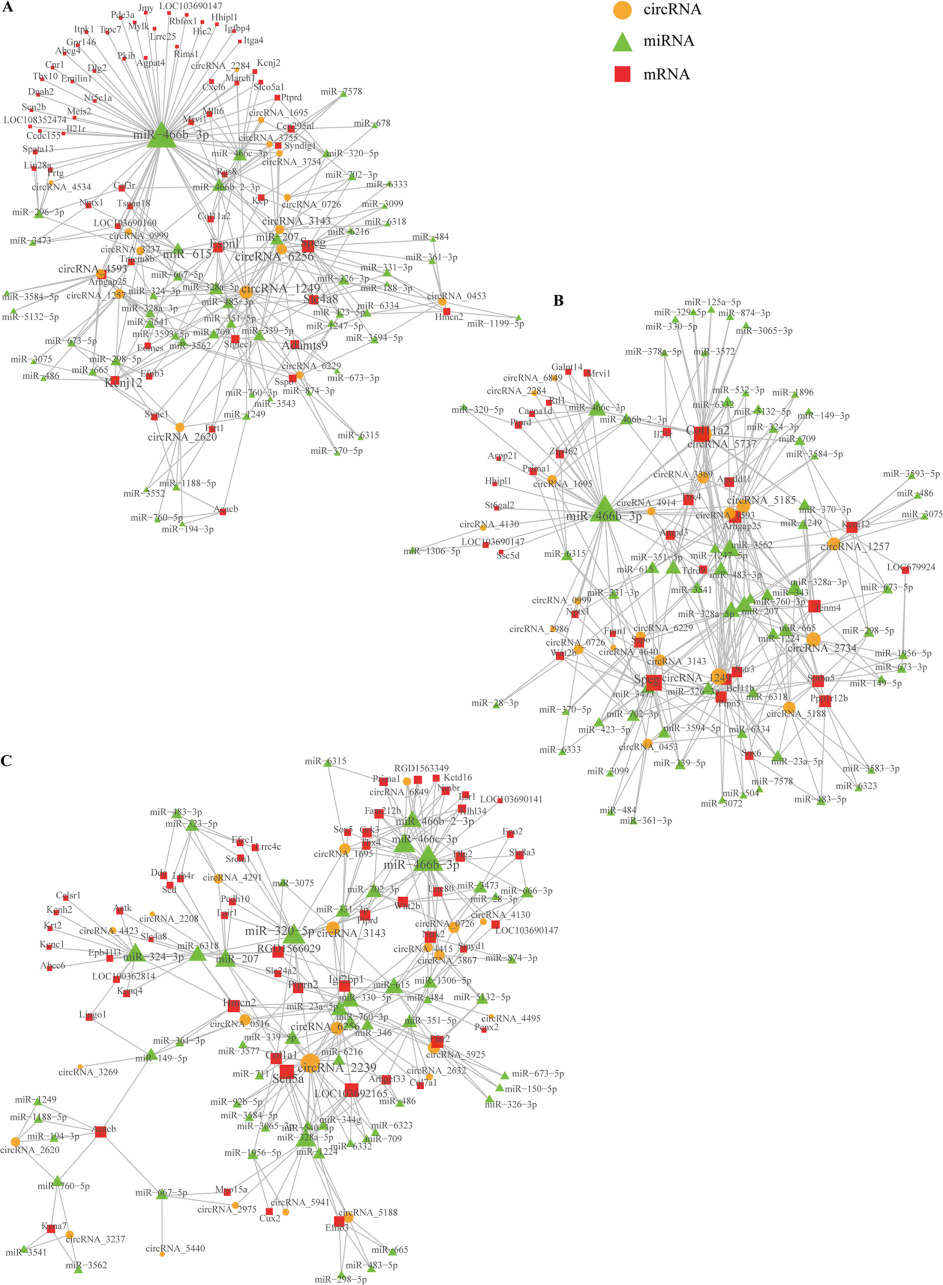
Network depicting the co-expression of circRNAs, miRNAs, and mRNAs. (A) CircRNA–miRNA–mRNA co-expression network in the SSCI–1 group *vs.* the sham group. (B) CircRNA–miRNA–mRNA co-expression network in the SSCI–2 group *vs.* the sham group. (C) CircRNA–miRNA–mRNA co-expression network in the SSCI–3 group *vs.* the sham group. CircRNAs are highlighted with yellow nodes, while the target miRNAs and mRNAs are represented by green and red nodes, respectively.

## Discussion

NB following SSCI is an interstitial bladder disease with the structural remodeling of bladder tissue and matrix over-deposition (Comperat et al., 2006). Following SSCI, a series of pathological changes developed in the bladder, including irreversible atrophy, extracellular matrix formation, and connective tissue accumulation (Bushnell et al., 2022). Irreversible atrophic fibrosis of the detrusor muscle after SSCI is an important cause of poor recovery of bladder function (Hamid et al., 2018). There is a lack of proven therapeutics for NB following SSCI and bladder fibrosis yet. Therefore, it is crucial to comprehensively comprehend the molecular mechanisms that occur in NB following SSCI. In the present study, tissue staining showed that detrusor fibrosis was not evident in the bladder at the early stage of SSCI. However, fibrosis gradually worsened with the extension of SSCI time. After 2 weeks of SSCI, the cross-sectional area of collagen fibers gradually increased, which was most obvious at 4 weeks after SSCI. This result is consistent with previous reports (Liu et al., 2016). It also proved that the NB following the SSCI rat model had been successfully established in this study. Preventing bladder fibrosis is critical during NB repair after SSCI, but the specific mechanism of fibrosis remains unknown.

The miRNAs do not code for proteins but is essential in regulating gene expression. It is vital in many essential processes, including development, normal physiological functions, and certain diseases such as bladder fibrosis and NB following SSCI (Shang et al., 2020). Our previous studies showed that miR-21-5p may promote TGF- *β*1 expression and enhance the fibrotic response. Furthermore, some fibrosis-related genes, such as smad7, could be down-regulated by miR-21-5p (Cui et al., 2019). We also observed that lncRNAs could play a role in regulating NB following SSCI and bladder fibrosis. Our previous studies showed that some lncRNAs might affect the bladder fibrosis process following SSCI through certain signaling pathways (Ruan et al., 2022). For instance, in bladder fibrosis following SSCI, the lncRNA Mir155hg targets miR-155 and activates the fibrotic signaling pathway downstream, including the TGF- *β*1 pathways. Furthermore, lncRNA H19 could promote bladder fibrosis by regulating epithelial-mesenchymal transition (EMT).

At present, circRNAs have been proven to be closely related to nerve and muscle function. CircRNAs regulated axonal regeneration and nerve repair during the repair pathophysiology after peripheral nerve injury (Sohn & Park, 2020). Circ zfp609, circ LMO7, and circ FUT10 played key roles in maintaining normal muscle function and regulating myogenesis, proliferation, and differentiation by sponging miRNAs (Li et al., 2018a; Wang et al., 2019b; Wei et al., 2017). Studies have shown that circRNAs can be involved in fibrosis in multiple organs such as the liver, heart, lung, and bladder. For example, circ 0071410 was associated with radiation-induced liver fibrosis. Inhibition of circ 0071410 expression upregulated miR-9-5p and attenuated radiation-induced activation of hepatic stellate cells (Chen et al., 2017). Circ ZC3H4 and its downstream product ZC3H4 were involved in silica-induced lung macrophage activation, and activated macrophages could promote lung fibroblast proliferation and migration through the circ ZC3H4/ZC3H4 pathway (Yang et al., 2018b). Circ PVT1 was a inhibitor of miR-203, promoting bladder outlet obstruction-induced bladder hypertrophy and fibrogenesis (Li et al., 2022).

Based on the above studies, circRNAs may be an important regulator of SSCI-induced NB and bladder fibrosis. Then we used transcriptome high-throughput sequencing to identify the possible mechanisms for NB following SSCI and bladder fibrosis through DEMs and DECs. Several genes and enriched terms were associated with the immune, nervous, and urinary systems. Sequencing results revealed 7,250 circRNAs in three SSCI and sham bladder tissue, which accounts for approximately 7.22% of the total known circRNAs. 

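Of the 7250 circRNAs, the deposited table gives a circAtlas entry for 6189 (85.37%) and a CIRCpedia entry for 2562 (35.34%).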

There were differentially expressed up-regulated and down-regulated circRNAs in the three-time points after SSCI compared with the sham group. Among them were 2,332 DECs, including 1,013 up-regulated and 1,319 down-regulated circRNAs. 

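Counted once per circRNA over the 3 comparisons with the sham group, 129 circRNAs were up-regulated and 366 were down-regulated in at least 1 SSCI group in the test across replicates. In the authors' deposited table, 2271 different circRNAs are called in at least 1 comparison, and 61 of them are called up-regulated in 1 group and down-regulated in another, so that the up-regulated and down-regulated numbers add to 2332.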

In the SSCI–1 group, 408 DECs were up-regulated, and 931 were down-regulated; in the SSCI–2 group, 349 were up-regulated, and 975 were down-regulated. However, 532 were up-regulated and 619 were down-regulated in the SSCI–3 group. The above results showed many DECs in SSCI induced NB model, which preliminarily suggested that some DECs may play an important role in SSCI-induced NB and bladder fibrosis. It provides new insights into the mechanistic role of circRNAs in SSCI-induced NB, which is the first study to assess their expression patterns.

The top five most significantly up-regulated DECs (circRNA3621, circRNA5775, circRNA0617, circRNA2378, and circRNA0613) and the top five most down-regulated DECs (circRNA3111, circRNA0586, circRNA1617, circRNA4426, and circRNA5665) were selected respectively and their expression levels were detected using qRT-PCR to validate our RNA-seq results. The results verified the expression patterns of the above 10 DECs identified by RNA-seq. Due to their role as miRNAs inhibitor, circRNAs may be involved in SSCI-induced NB and bladder fibrosis through their interactions with miRNAs. Among those up-regulated circRNAs, the host gene of circRNA3621 is Fbxw7. It has been reported that Fbxw7 may be associated with organ fibrosis, cell cycle, differentiation, and apoptosis in lung fibrosis-associated cancer (Guyard et al., 2017; Wang et al., 2020). In profibrotic macrophages, Fbxw7 could inhibit TGF- *β* expression by interacting with c-Jun (He et al., 2021). It was also involved in the transition of EMT through the mTOR pathway (Diaz & De Herreros, 2016). Consistent with these studies, our data showed that circRNA3621 was upregulated 8.93-, 7.90-, and 7.94-fold in SSCI [1–3] groups, respectively.

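In the SSCI–1, SSCI–2, and SSCI–3 groups circRNA3621 had 16, 8, and 10 back-splice reads over 3 libraries and none listed in the sham group. Relative to the circRNA reads of the libraries and to a floor of 3 reads, it was at least 8.29-fold higher in the SSCI–1 group, at least 3.99-fold higher in the SSCI–2 group, and at least 4.18-fold higher in the SSCI–3 group. The reads counted on its host gene Fbxw7 were at 33.2 ± 3.19 counts per 1000000 reads in the SSCI–1 group and 33.1 ± 1.91 in the sham group (SD, n = 3 per group). The log2 (FC) of Fbxw7 was 0.01 (SE 0.09, adjusted p 0.914), -0.12 (SE 0.08, adjusted p 0.302), and 0.08 (SE 0.07, adjusted p 0.434) in the SSCI–1, SSCI–2, and SSCI–3 groups.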

Furthermore, the host gene Dock8 of circRNA0617 was shown to regulate immune function-associated signal transduction and the shape and integrity of lymphocytes in the previous study (Kearney, Randall & Oliaro, 2017; Su et al., 2019). 

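Dock8, the host gene of circRNA0617, had a log2 (FC) of 0.46 (SE 0.12, adjusted p 0.0153) in the SSCI–1 group, 0.31 (SE 0.08, adjusted p 0.0328) in the SSCI–2 group, and 0.11 (SE 0.09, adjusted p 0.4) in the SSCI–3 group, under the FC limit for DEMs in each. CircRNA0617 itself was at least 6.73-fold higher in the SSCI–1 group, at least 7.98-fold higher in the SSCI–2 group, and at least 2.09-fold higher in the SSCI–3 group, with an unadjusted p of 0.00613 in the SSCI–1 group and 0.00313 in the SSCI–2 group and too few libraries with reads for the test in the SSCI–3 group.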

Our findings showed that circRNA0617 was up-regulated in NB tissues compared with the sham group. Interestingly, the host gene Diaph3 of circRNA2378, which functioned as a positive mediator of the TGF- *β* pathway promoting EMT progression, was highly expressed in lung, mammary, and renal epithelial cells (Rana et al., 2018). In addition, Pgam1, the host gene of circRNA0722, interacted with TGF and mediated inflammation, apoptosis, and collagen accumulation, further contributing to fibrosis progression (Wu et al., 2021). However, we have previously reported that NB and bladder fibrosis after SSCI is associated with the TGF- *β* pathway and EMT (Ruan et al., 2022). 

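CircRNA2378 was at least 6.73-fold higher in the SSCI–1 group, at least 5.49-fold higher in the SSCI–2 group, and at least 1.67-fold higher in the SSCI–3 group than in the sham group. Its host gene Diaph3 rose from 2.14 ± 1.14 counts per 1000000 reads in the sham group to 109 ± 21.9 in the SSCI–1 group (SD, n = 3 per group), a log2 (FC) of 5.67 (SE 0.38, adjusted p 9.01e-05). In the SSCI–2 group its log2 (FC) was 4.73 (SE 0.72, adjusted p 0.00652) and in the SSCI–3 group 1.29 (SE 0.40, adjusted p 0.0575). CircRNA0722, which the deposited table places on the strand opposite to Pgam1 on chromosome 1 from 261165387 to 261165588, had 3, 4, and 0 reads in the SSCI–1 libraries, 4, 3, and 0 in the SSCI–2 libraries, and 0, 3, and 5 in the SSCI–3 libraries. With reads in 2 of the 6 libraries of each comparison it did not pass the filter, and its bounds were at least 3.49-fold higher in the SSCI–2 group and at least 3.34-fold higher in the SSCI–3 group. Pgam1 had a log2 (FC) of 0.71 (SE 0.07, adjusted p 0.00029), 0.59 (SE 0.12, adjusted p 0.0122), and 0.14 (SE 0.07, adjusted p 0.174). For circRNA0586, which was listed at 0 in every SSCI library, the host gene Tle4 had a log2 (FC) of -0.66 (SE 0.08, adjusted p 0.000608), -0.58 (SE 0.09, adjusted p 0.00724), and -0.61 (SE 0.08, adjusted p 0.0027).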

Our present sequencing data showed upregulation of circRNA2378 and circRNA0722, suggesting they contribute to bladder fibrosis after SSCI.

Among those down-regulated circRNAs, the host gene of circRNA0586 is Tle4. Tle4 was reported to possibly increase the expression level of vimentin, decrease the expression level of E-cadherin, and promote the progression of EMT (Wu et al., 2016). This study also found that circRNA4426 and its host gene Itch were down-regulated and may play a role in organ fibrosis and inflammatory processes. For example, circRNA Itch acted directly on the miR-33a-5p/SIRT6 axis to regulate renal inflammation and fibrosis in diabetic mice (Liu et al., 2021). Moreover, Itch could inhibit intestinal fibrosis due to inflammatory bowel diseases by decreasing IL-17 expression (Paul et al., 2018). 

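CircRNA4426 was at least 2.15-fold lower in the SSCI–1 group, at least 2.23-fold lower in the SSCI–2 group, and at least 2.66-fold lower in the SSCI–3 group, against 10 reads over the 3 sham libraries. Its adjusted p was 0.123, 0.132, and 0.409. With all 4 groups in 1 fit its unadjusted p in the SSCI–1 group was 0.0505. Itch was at 145 ± 0.246 counts per 1000000 reads in the sham group, 152 ± 2.92 in the SSCI–1 group, 146 ± 3.56 in the SSCI–2 group, and 151 ± 2.49 in the SSCI–3 group (SD, n = 3 per group). Its log2 (FC) was 0.07 (SE 0.05, adjusted p 0.265), 0.01 (SE 0.07, adjusted p 0.943), and 0.06 (SE 0.05, adjusted p 0.409). With library size alone as the scaling, the log2 (FC) of the SSCI–1 group was -0.11.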

Yang et al. (2018a) reported on circRNA4426 in bladder diseases suggested that circ-Itch can trigger cell cycle arrest and apoptosis in bladder cancer, thereby inhibiting the proliferation, invasion, and migration of bladder cancer cells.

Cytoscape software was used to analyze circRNA–miRNA–mRNA interaction networks of DECs and their potential miRNAs targets to better understand the role of circRNAs in SSCI-induced NB. 

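The deposited table assigns circRNA2239 to Ptprg, on chromosome 15 of Rnor_6.0 from 13212908 to 13287792. It was listed at 0 in the sham and SSCI–1 libraries and had 2, 0, and 0 reads in the SSCI–2 libraries and 2, 3, and 0 in the SSCI–3 libraries, too few libraries to be tested. The circRNAs that the table assigns to Micu2 carry other numbers, and the log2 (FC) of Micu2 was 0.10 (SE 0.05, adjusted p 0.148), 0.22 (SE 0.09, adjusted p 0.113), and 0.18 (SE 0.05, adjusted p 0.0339) in the SSCI–1, SSCI–2, and SSCI–3 groups.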

The network revealed rno-circ-2239 (micu2) as the largest node, indicating that the rno-circ-2239–miRNA–mRNA–mediated network may play a critical role in the pathogenesis of SSCI-induced NB. Numerous DECs were present in NB fibrosis due to SSCI. However, little was known about circRNAs expression and function. CircRNAs are shown to be functionally closely related to host genes (Dai et al., 2021). Therefore, this study combined GO analysis, KEGG pathways, and circRNA–miRNA–mRNA co-expression network analysis to predict the possible function of DECs at each time point after SSCI and to understand their functional characteristics and regulatory pathways over time. So far, no research evidence indicates the specific expression patterns of circRNAs and the corresponding pathways that are enriched in NB tissue after SSCI. 

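Of the terms tested on the host genes of DECs, "extracellular space" held 6 up-regulated DECs among 44 circRNAs in the SSCI–1 group (4.14 times the background share, adjusted p 0.575), 5 of 38 in the SSCI–2 group (4.43 times, adjusted p 1), and 1 of 41 in the SSCI–3 group (adjusted p 1). In the SSCI–1 group its adjusted p was 0.0173 with all 4 groups in 1 fit and 0.00692 without a filter on low counts. "Inflammatory response" held 0 of 8, 1 of 10, and 0 of 10 up-regulated DECs and 2 of 8, 1 of 10, and 1 of 10 down-regulated DECs, with an adjusted p of 1 in each. "Cytokine secretion" had fewer than 5 tested circRNAs in all 3 groups, and among up-regulated DEMs it held 1, 2, and 1 of its 7 genes (adjusted p 1, 0.807, and 1).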

All three groups of SSCI-associated circRNAs were similarly enriched in GO terms, such as “inflammatory response”, “immune response”, “extracellular space”, and “cytokine secretion”. This indicated that the quantity of immune function-related cells increased during the occurrence and development of SSCI. 

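Changes in cell classes were measured with gene lists fixed before the data were examined. For the macrophage list, the median log2 (FC) of its genes was 1.43, 1.33, and -0.38 in the SSCI–1, SSCI–2, and SSCI–3 groups, with 8, 7, and 0 of its 10 genes called up-regulated. For the neutrophil list it was 4.48, 6.46, and 0.27, with 7 of 7, 7 of 7, and 1 of 6 tested genes called, and for the T cell list it was 0.99, 2.11, and -0.29, with 2 of 6, 5 of 7, and 0 of 5 called. Adjusted over the list alone, 8, 7, and 0 macrophage genes and 7, 7, and 0 neutrophil genes were called. Limma's camera test, adjusted over the 9 lists tested in a comparison, gave an adjusted p of 9.54e-05 for macrophages and 0.0163 for neutrophils in the SSCI–1 group and of 1.26e-06, 0.000169, and 0.000245 for macrophages, neutrophils, and T cells in the SSCI–2 group. In the SSCI–3 group the macrophage list was lower (adjusted p 0.00742). Of the 27 pairs of list and comparison, 13 were past an adjusted p of 0.05 with camera, of which 11 also were with limma's fry test. The exceptions were the macrophage list of the SSCI–3 group and the matrix list of the SSCI–2 group. The preset correlation between genes moved the result most: with a correlation estimated from each list, a setting chosen after the data were seen, 1 pair stayed under 0.05. Of the genes that the paper cites from a mouse study, Cxcl13 had a log2 (FC) of 2.22 (adjusted p 0.00928), 4.15 (adjusted p 0.00923), and 0.59 (adjusted p 0.326). Syk had 1.14 (adjusted p 0.0024), 1.33 (adjusted p 0.00755), and -0.18 (adjusted p 0.178), and Ccr7 had 2.72 (adjusted p 0.00318), 4.69 (adjusted p 0.00368), and 1.38 (adjusted p 0.128). With library size alone as the scaling, Syk was under the FC limit in the SSCI–1 group (log2 (FC) 0.96). Trem2 had 4.20 (adjusted p 0.00841), 2.87 (adjusted p 0.109), and 1.75 (adjusted p 0.244), and Cx3cl1 had 0.22 (adjusted p 0.122), 1.34 (adjusted p 0.00493), and 0.55 (adjusted p 0.0431). Ccr2 is not in the deposited table.

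**Figure D3:**
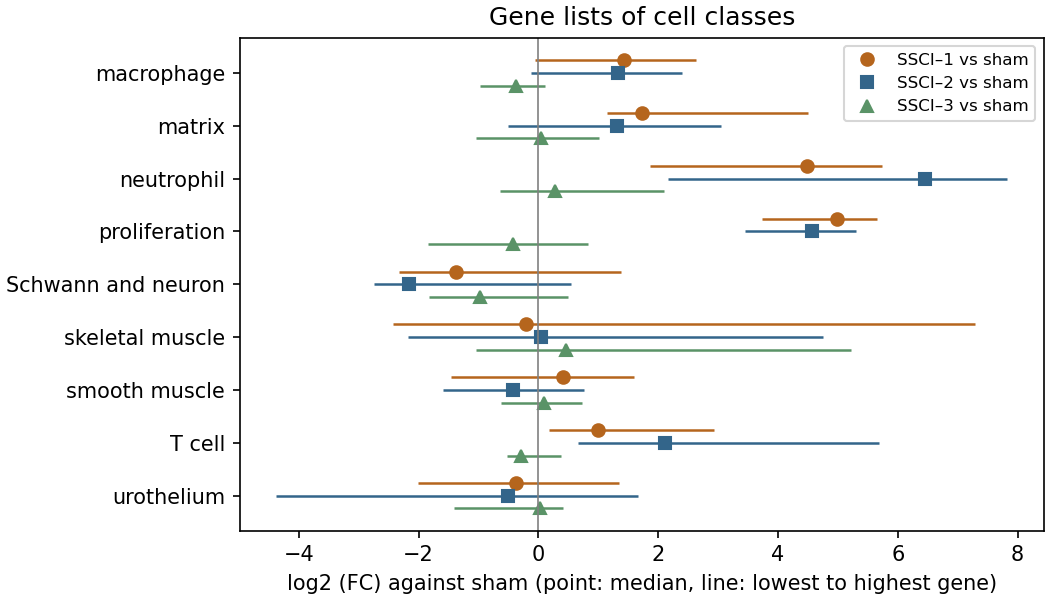
Median log2 (FC) of each gene list against the sham group in the SSCI–1, SSCI–2, and SSCI–3 groups, with lines from the lowest to the highest gene of the list. The medians of the macrophage, neutrophil, and T cell lists are above 0 in the SSCI–1 and SSCI–2 groups.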

“Inflammatory response” and “immune response” played crucial roles in this process. A recent study demonstrated that mice exhibited a series of immune-inflammatory reactions in bladder tissue following SCI, including cytokine-mediated signaling and production of interleukin-6. Furthermore, transcriptomic sequencing confirmed the upregulation of genes involved in immune response (CXCL13, SYK, and CCR7) and inflammation (CCR2, CX3CL1, and TREM2) (Von Siebenthal et al., 2023). 

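On the host genes of DECs, "IL-17 signaling pathway" had 6 or 7 tested circRNAs per group and held 0 up-regulated DECs in each. It held 2 down-regulated DECs among 6 circRNAs in the SSCI–1 group (2.66 times the background share, adjusted p 0.382) and none in the other groups, and "TGF-beta signaling pathway" held none of its 16, 16, and 17 circRNAs in either direction. "CAMP signaling pathway" held 9 down-regulated DECs among 39 circRNAs in the SSCI–1 group (1.84 times the background share, unadjusted p 0.0432, adjusted p 0.226), the lowest adjusted p of these pathways in any group. "MAPK signaling pathway" held 10 of 51 there (1.56 times, adjusted p 0.317) and "PI3K-Akt signaling pathway" held 6 of 37 (1.29 times, adjusted p 0.54). Among up-regulated DEMs, "IL-17 signaling pathway" held 16 of 71 genes in the SSCI–1 group (adjusted p 0.113), 33 of 78 in the SSCI–2 group (3.00 times, adjusted p 3.8e-08), and 2 of 66 in the SSCI–3 group (adjusted p 1). In the SSCI–1 group its adjusted p was 0.00181 without sham replicate 1. "PI3K-Akt signaling pathway" held 57 of 298 in the SSCI–1 group (1.46 times, adjusted p 0.0179), with an adjusted p of 0.0655 without SSCI–1 replicate 1 and of 0.0929 with library size alone as the scaling. In the SSCI–2 group it held 50 of 296 (1.2 times, adjusted p 0.349, and 0.0284 with all annotated genes as the background) and in the SSCI–3 group 7 of 292 (1.60 times, adjusted p 1). Among down-regulated DEMs, "cAMP signaling pathway" held 19 of 166 genes in the SSCI–1 group (1.64 times, adjusted p 0.208), 26 of 167 in the SSCI–2 group (2.19 times, adjusted p 0.00261), and 10 of 161 in the SSCI–3 group (1.56 times, adjusted p 0.817). Its adjusted p was 0.0111 in the SSCI–1 group without SSCI–1 replicate 3, 0.101 in the SSCI–2 group without SSCI–2 replicate 1, and 0.0146 in the SSCI–3 group with no FC limit. "TGF-beta signaling pathway" and "MAPK signaling pathway" did not reach an adjusted p under 0.05 among DEMs of either direction in any group. Their lowest adjusted p was 0.363, that of "TGF-beta signaling pathway" among down-regulated DEMs of the SSCI–2 group (9 of 73 genes).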

The KEGG analysis also revealed that circRNAs in NB tissue linked to SSCI were significantly enriched in pathways, such as the “IL-17 signaling pathway”, the “TGF-beta signaling pathway”, the “cAMP signaling pathway”, the “PI3K-Akt signaling pathway”, and the “MAPK signaling pathway”. Evidence demonstrated that certain pathways play a role in developing organ fibrosis. For example, RNA-seq and single-cell sequencing were performed on rat liver tissues with CCl4-induced fibrosis, suggesting that fibrosis is closely related to the Chemokine signaling pathway (Liu et al., 2022b).

Additionally, a study showed that IL-17 could promote myocardial fibrosis *via* PKC *β*/Erk1/2/NF- *κ*B signaling pathway (Liu et al., 2012), and the cAMP signaling pathway may play a critical role in idiopathic pulmonary fibrosis (Wang et al., 2021). The PI3K-Akt signaling pathway has been demonstrated to play a role in the process of EMT and the development of fibrosis in various organs, including the kidney, liver, and lung (Wang et al., 2019a; Wu et al., 2017; Xu et al., 2022). Therefore, we suspect this pathway also plays an important role in bladder fibrosis after SSCI. Moreover, MAPK signaling has been shown to be involved in the EMT process to promote renal fibrosis further (Liu et al., 2022a). To summarize, identifying DECs involved in these pathways suggests that their expression changes may be responsible for bladder fibrosis after SSCI. The bioinformatics analysis conducted in this study found significant alterations in several circRNAs and mRNAs expression patterns in the bladder following SSCI. It is premature to consider these DECs as either promising targets for therapeutic intervention or potential biomarkers for NB at this stage.

However, the upregulation of DECs after SSCI is not solely driven by transcriptional enhancement or pathway activation. It may also be influenced by changes in the cellular composition of the tissues. 

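The smooth muscle list had a median log2 (FC) of 0.42 in the SSCI–1 group, -0.43 in the SSCI–2 group, and 0.10 in the SSCI–3 group, and the urothelium list had -0.38, -0.51, and 0.03. For the matrix list the median was 1.73, 1.31, and 0.04, for the list of Schwann cell and neuron genes it was -1.38, -2.16, and -0.98, and for the proliferation list it was 4.98, 4.56, and -0.42. With camera, the matrix list (adjusted p 4.69e-14), the proliferation list (adjusted p 4.69e-14), and the Schwann cell and neuron list (adjusted p 0.0163) were past 0.05 in the SSCI–1 group. They were past it in the SSCI–2 group as well (adjusted p 0.0178, 8.56e-07, and 0.00119), and in the SSCI–3 group the Schwann cell and neuron list was (adjusted p 0.00472). The smooth muscle and urothelium lists were not past 0.05 with camera in any group, and with fry the urothelium list of the SSCI–2 group was (adjusted p 0.00546). The camera p-values rest on a preset correlation between genes. With a correlation estimated from each list, 1 of the 27 pairs of list and comparison stayed under 0.05. With camera, 5, 3, and 6 of the 10 splits of the libraries gave as many lists in the SSCI–1, SSCI–2, and SSCI–3 groups, the real grouping included. With fry the real grouping alone did. Mki67, a gene of the proliferation list, rose from 6.78 ± 3.41 counts per 1000000 reads in the sham group to 263 ± 34.6 in the SSCI–1 group (SD, n = 3 per group; log2 (FC) 5.29, SE 0.39, adjusted p 0.000124). Across 442 host genes with tested circRNAs, Spearman's rho between the log2 (FC) of the circRNA reads and that of the host gene was 0.403 in the SSCI–1 group and 0.445 in the SSCI–2 group, and across 495 it was 0.322 in the SSCI–3 group (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). These are relations across genes, which are not independent replicates.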

In complex tissues, circRNA expression profiles can vary among different cell types. A comparative analysis of spatial data and bulk tissue data from the same patients revealed that the majority of significantly DECs detected in bulk tissue analysis did not reflect changes occurring within cancer cells. Instead, the observed differential expression was attributed to variations in the proportion of quiescent smooth muscle cells, which exhibit a high content of circRNAs, and fast proliferating cancer cells, which have lower circRNA levels (Garcia-Rodriguez et al., 2023). This finding underscores the importance of investigating circRNA expression at the single-cell level and using spatial transcriptomics techniques in future research to gain a deeper understanding of the cellular heterogeneity and molecular mechanisms underlying changes in gene expression patterns after SSCI.

This study has a few limitations that should be addressed in future research. Firstly, the study did not investigate the detailed interactions between circRNAs and mRNAs in bladder tissue following SSCI. Additional investigation on these DECs as possible biomarkers for NB or primary targets for therapeutic intervention is necessary. Moreover, we intend to investigate the circRNAs profiles in the various strata of the bladder mucosa and detrusor muscles. Finally, because of this study’s limited sample size, further comprehensive prospective research comprising a larger number of rats or human samples is required to confirm these findings. Thus, further exploration of the biological functions and mechanisms of NB following SSCI with respect to circRNAs is necessary.

## Conclusions

This study provided a comprehensive view of the expression of circRNAs and mRNAs in NB following SSCI. The results provide strong evidence that circRNAs and mRNAs could potentially be biomarkers for bladder fibrosis and NB following SSCI. It suggested the underlying mechanisms of NB following SSCI from a circRNA perspective. It identified novel circRNAs that may aid in the early detection and management of human NB in the coming years.

##  Supplemental Information

10.7717/peerj.16042/supp-1 Table S1 Genome mapping Click here for additional data file.

10.7717/peerj.16042/supp-2 Table S2 Summary statistics of sequencing data Click here for additional data file.

10.7717/peerj.16042/supp-3 Supplemental Information 3 HE sham Click here for additional data file.

10.7717/peerj.16042/supp-4 Supplemental Information 4 HE SSCI–1 Click here for additional data file.

10.7717/peerj.16042/supp-5 Supplemental Information 5 HE SSCI–2 Click here for additional data file.

10.7717/peerj.16042/supp-6 Supplemental Information 6 HE SSCI–3 Click here for additional data file.

10.7717/peerj.16042/supp-7 Supplemental Information 7 Masson sham Click here for additional data file.

10.7717/peerj.16042/supp-8 Supplemental Information 8 Masson SSCI–1 Click here for additional data file.

10.7717/peerj.16042/supp-9 Supplemental Information 9 Masson SSCI–2 Click here for additional data file.

10.7717/peerj.16042/supp-10 Supplemental Information 10 Masson SSCI–3 Click here for additional data file.

10.7717/peerj.16042/supp-11 Supplemental Information 11 Gene expression level (FPKM) Click here for additional data file.

10.7717/peerj.16042/supp-12 Supplemental Information 12 CircRNAs annotation, CircRNAs length region and chromosome density Click here for additional data file.

10.7717/peerj.16042/supp-13 Supplemental Information 13 Raw data for qPCR validation Click here for additional data file.

10.7717/peerj.16042/supp-14 Supplemental Information 14 GO enrichment of the DEMs in SSCI 1–3 group vs. sham group Click here for additional data file.

10.7717/peerj.16042/supp-15 Supplemental Information 15 KEGG pathway of the DEMs in SSCI 1–3 group vs. sham group Click here for additional data file.

10.7717/peerj.16042/supp-16 Supplemental Information 16 GO enrichment of the DECs in SSCI 1–3 group vs. sham group Click here for additional data file.

10.7717/peerj.16042/supp-17 Supplemental Information 17 KEGG pathway of the DECs in SSCI 1–3 group vs. sham group Click here for additional data file.

10.7717/peerj.16042/supp-18 Supplemental Information 18 CircRNA–miRNA–mRNA co-expression network in the SSCI–1 group vs. the sham group Click here for additional data file.

10.7717/peerj.16042/supp-19 Supplemental Information 19 CircRNA–miRNA–mRNA co-expression network in the SSCI–2 group vs. the sham group Click here for additional data file.

10.7717/peerj.16042/supp-20 Supplemental Information 20 CircRNA–miRNA–mRNA co-expression network in the SSCI–3 group vs. the sham group Click here for additional data file.

10.7717/peerj.16042/supp-21 Supplemental Information 21 RNA sequences data Click here for additional data file.

10.7717/peerj.16042/supp-22 Supplemental Information 22 The ARRIVE guidelines 2.0: author checklist Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

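The measurements are RNA sequencing of bladder tissue in 12 libraries, 3 in each of 4 groups: sham, SSCI–1, SSCI–2, and SSCI–3. The paper's methods give 3 bladders per group for sequencing, but also say that every library held 3 tissue samples, so whether a library is 1 rat or a pool is not settled. Each library was used as 1 replicate, and if they are pools, the SD and SE values describe pools and not single rats. According to the methods of the paper, the authors trimmed the reads with Trimmomatic, aligned them to Rnor_6.0 with HISAT2, assembled transcripts with StringTie, and identified circRNAs with CIRI2 and circAtlas. The program that counted reads on genes is not stated. The deposited table of genes holds counts without normalization, and the deposited table of circRNAs holds counts of back-splice reads, with lengths in nucleotides. In that table no value equals 1, so a 0 stands for fewer than 2 reads. The authors' deposited tables of the comparisons with the sham group hold, for genes, a fold change as a ratio, its log2 value, and a p-value with its adjusted form (q-value). For circRNAs the authors' deposited tables hold a signal for each group, which is the sum over its 3 libraries of back-splice reads per 1000000000 clean reads, the fold change as a ratio of the shares of that signal, its log2 value, a score, and a p-value and q-value. The score in the authors' deposited tables is the z value of a random sampling model on the 2 group sums, made before deposition. A group sum of 0 is replaced by a fixed value of 0.5 in these ratios. The scores and the log2 values were recomputed from the sums of the groups in every circRNA listed. The paper's methods name DESeq2 for the comparisons.

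Libraries were grouped by the group labels of the repository, matched to the groups of the paper. Differences were tested with edgeR 4.0.16 (quasi-likelihood fit and F test) after TMM normalization, with the libraries of the 2 compared groups in the fit, and the 9 SSCI libraries together were also compared with the 3 sham libraries. Genes had to pass edgeR's filter on low counts, and circRNAs had to have at least 2 reads in at least 3 of the compared libraries. DEMs and DECs were called at an unadjusted p under 0.05 and FC over 2, and adjusted p-values are those of Benjamini and Hochberg. GO terms and KEGG pathways came from the annotation columns of the deposited tables. They were tested with a one-sided hypergeometric test for terms with at least 5 members in the background, which is the features tested in the comparison that carry an annotation. BP terms are those that the supplement of the paper lists under that category, and BP terms were adjusted among themselves. The adjusted p of a single term is over all GO terms, or all pathways, of the comparison. Gene lists were written for macrophages, neutrophils, T cells, B cells, smooth muscle, urothelium, matrix, proliferation, Schwann cells and neurons, and skeletal muscle. They were tested with camera and fry of limma 3.58.1. The B cell list was not tested, since too few of its genes passed the filter. Back-splice reads per 1000000 reads on genes were compared with two-sided exact permutation tests of the library values.

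The genes and circRNAs named in the text were fixed by a rule: those that the paper names in its Tables 1 and 2 and its discussion, the genes of the lists, and for each comparison with the sham group the 2 mRNAs and the 2 circRNAs with the largest rise and the largest fall among those with an adjusted p under 0.05 and no overlap between the libraries of the 2 groups. The 2 mRNAs with the lowest p in each direction between the SSCI–3 and SSCI–2 groups were added. Of the genes that this rule selects, 1 is not reported here. With 3 libraries against 3, chance alone leaves 10% of unchanged features without overlap. Where a group had no reads, the fold is a bound against a floor of 3 reads, which for circRNAs covers unlisted reads only and not counting error. Where it had between 1 and 3, the ratio is given with an exact 95% interval.

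Reads on genes ranged from 38735727 to 57697358 per library, and back-splice reads from 10657 to 17620. The depth of the circRNA data sets their precision: in each library the median circRNA with any reads had 3. The tests were run on simulated data with 200 changed features and with none. The overlap of lists that share the sham libraries was compared with 20 simulations of unchanged groups. For the splits of the libraries into groups, all 10 splits of 3 against 3 were fitted, and 100 were used where there are more. The real grouping is among them and is counted.

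The alternatives tried were DESeq2 1.42.0 (with its poscounts size factors for circRNAs), library size without TMM factors, no filter on low counts, a filter of 5 reads for circRNAs, an adjusted p under 0.05, no FC limit, all 4 groups in 1 fit, the replicate number as a block, scaling of circRNAs to the reads on genes, the authors' deposited comparison recounted, other denominators for the circRNA total, all annotated features as background, and each library left out in turn. Each host gene counted once and camera with an estimated correlation were added after the data were seen. Other work used R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, and SciPy 1.17.1. The staining of the paper was left out, since the files hold no values of it. The qRT-PCR values of 10 circRNAs, which a supplement of the paper gives, were not analysed here, and the deposited lists of calls were left out, since they repeat the larger tables. The predicted network was counted from the supplement and not predicted again.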

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

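The tests of library preparation, of a repeated sequence, of skeletal muscle tissue, and of library size, and the other splits of the libraries, were chosen only after the results were seen.

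The SSCI–3 group differs from the SSCI–1 and SSCI–2 groups when compared with them directly. Past an adjusted p under 0.05 there were 2830 DEMs against the SSCI–1 group and 2232 against the SSCI–2 group, and 3 and 2 DECs. The DECs were circRNA0868, circRNA0092, and circRNA0466 against the SSCI–1 group, and circRNA0092 and circRNA6162 against the SSCI–2 group, all named after their values were seen except circRNA0092. For DEMs called at an unadjusted p, only the real grouping among the 10 splits of the 6 libraries gave as many in either comparison, and the other splits gave at most 160 and 162. For DECs it was also the real grouping alone in either comparison, with at most 61 and 66 in the other splits. The number of DECs was 119 without SSCI–3 replicate 2 against the SSCI–1 group, and 93 without SSCI–3 replicate 1 against the SSCI–2 group. The share of reads kept by trimming differed along with the groups: it was 98.3% or more in the sham and SSCI–3 libraries and as low as 81.82% in an SSCI–2 library. SSCI–1 replicate 1 kept 98.12%, and its mean correlation with the sham libraries was 0.894, against 0.977 with the other SSCI–1 libraries. A single library does not decide this, so a difference in sequencing or library preparation cannot be told apart from the time after injury as the reason why the sham and SSCI–3 libraries are closer to each other.

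The paper does not discuss circRNA0092, which had 863 reads in the SSCI–1 libraries and 2380 in the SSCI–2 libraries, above the sham libraries. Transcription of a neighbouring gene is argued against as the whole source. Among the 8 genes between Ccdc170 and Ipcef1, Fbxo5 had the largest log2 FC in both groups. It was 2.31 in the SSCI–1 group and 1.90 in the SSCI–2 group. Reads of a repeated sequence cannot be told apart from a circRNA made after injury, since only counts were given and 1 other circRNA, circRNA6162 in Ly6al, had fewer than 3 reads in each sham library and at least 50 in each SSCI–2 library. It was chosen after its values were seen.

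The genes of the proliferation list lie outside those that the paper discusses. Their median log2 FC was 4.98 in the SSCI–1 group and 4.56 in the SSCI–2 group. A difference in library size is argued against, since scaling by library size alone gave 4.81 in the SSCI–1 group. For the number of gene lists past an adjusted p under 0.05, 5, 3, and 6 of the 10 splits of the 6 libraries gave as many with camera in the SSCI–1, SSCI–2, and SSCI–3 groups, the real grouping included. With fry the real grouping alone did in each. Dividing cells in the bladder after injury may be behind the rise, as a hypothesis found and tested in the same libraries. Mki67 was at 226 counts per 1000000 reads or more in every SSCI–1 library and at 10.1 or fewer in every sham library. No sequencing batch is given, so none was weighed for these genes.

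The log2 FC of Acta1 was 5.48 and that of Myh2 7.29 in the SSCI–1 group, and the paper discusses neither gene. Skeletal muscle tissue in the samples is argued against as the whole source, since Ckm, abundant in that tissue, had a log2 FC of -2.42, with 7.39 counts per 1000000 reads against 39.6 in the sham group. The median log2 FC of the skeletal muscle list was -0.21, 0.05, and 0.46 in the SSCI–1, SSCI–2, and SSCI–3 groups, with members going both ways. With camera it was past an adjusted p of 0.05 in no group, and with fry it was in the SSCI–1 group (0.0481) and the SSCI–3 group (0.00235). Which cells hold these transcripts was not tested, and the time after injury stays among the open explanations.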

How the results depend on the processing

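Camera with an estimated correlation and each host gene counted once were chosen after seeing the data.

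Which direction held more calls changed with the setting in several comparisons. With library size alone it changed for DEMs of the SSCI–1 group and DECs of all SSCI libraries. With at least 5 reads in 3 libraries it changed for DECs of all SSCI libraries, between SSCI–2 and SSCI–1, and between SSCI–3 and SSCI–2. With 1 library left out it changed for DECs of every comparison and for DEMs of all SSCI libraries and between SSCI–2 and SSCI–1. For DECs part of this was built in, since the filter of 3 libraries shut out circRNAs listed only in the group that lost a library. Without a limit on FC, DEMs numbered 9489, 7366, and 5305 in the SSCI–1, SSCI–2, and SSCI–3 groups against sham, 2488 between SSCI–2 and SSCI–1, 9542 between SSCI–3 and SSCI–1, 7050 between SSCI–3 and SSCI–2, and 4747 for all SSCI libraries. With that setting 797 went up and 1140 down in all 3 comparisons with sham, and the BP terms among down-regulated DEMs were 7 in the SSCI–1 group and 67 in the SSCI–3 group. More genes are called by construction.

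At an adjusted p under 0.05, DEMs numbered 0 between SSCI–2 and SSCI–1 (731 at an unadjusted p), 419 for all SSCI libraries, and 60 up in all 3 comparisons. DECs numbered 4, 1, and 0 against sham (124 at an unadjusted p in the SSCI–3 group), 1 between SSCI–2 and SSCI–1, 3 between SSCI–3 and SSCI–1, 2 between SSCI–3 and SSCI–2, and 2 for all SSCI libraries, with 0 up and 0 down in all 3 comparisons (2 and 30 at an unadjusted p). This setting calls fewer by construction. It gives no value for GO terms where no DEC is left.

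With DESeq2, DECs numbered 142, 168, and 71 against sham, 19, 105, and 76 between the SSCI groups (SSCI–2 with SSCI–1, SSCI–3 with SSCI–1, SSCI–3 with SSCI–2), and 100 for all SSCI libraries, with 9 down in all 3 comparisons. BP terms were 2 among up-regulated DEMs of the SSCI–3 group and 3 among down-regulated DECs of the SSCI–2 group. With at least 5 reads in 3 libraries, which tests fewer circRNAs, DECs numbered 104, 93, and 36 against sham, 14, 87, and 72 between the SSCI groups, and 71 for all SSCI libraries, with 1 up and 7 down in all 3 comparisons. The cause of the changes with DESeq2 was not tested.

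With a replicate block, DECs numbered 147, 141, and 53 against sham and 32, 131, and 107 between the SSCI groups, with 9 down in all 3 comparisons, and the SSCI–3 group had 2 BP terms among up-regulated and 5 among down-regulated DEMs. Libraries of the same number correlated at -0.122 to 0.204 after removal of the group means, with 2 of 18 pairs above 0.1, and other pairs at -0.221 to 0.143, with 4 of 36 above it, so the numbers were not used as pairs. The block also takes degrees of freedom from the test. The cause of the changes was not tested.

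Scaled to the reads on genes, DECs numbered 483 (43 up, 440 down) in the SSCI–1 group, 509 (34 up, 475 down) in the SSCI–2 group, 339 (298 up, 41 down) between SSCI–3 and SSCI–1, 326 (297 up, 29 down) between SSCI–3 and SSCI–2, and 284 (43 up, 241 down) for all SSCI libraries, with 54 down in all 3 comparisons. This scaling moved the median log2 FC of circRNAs by -0.72, -0.79, and -0.16 against sham, by -0.12, 0.61, and 0.68 between the SSCI groups, and by -0.45 for all SSCI libraries. Library size alone moved it by 0.12 in the SSCI–3 group, -0.10 between SSCI–2 and SSCI–1, 0.14 between SSCI–3 and SSCI–2, and 0.12 for all SSCI libraries, and DESeq2 by 0.10 between SSCI–3 and SSCI–1 and -0.13 for all SSCI libraries. For genes, library size alone moved the median by -0.18 in the SSCI–1 group, 0.16 between SSCI–2 and SSCI–1, and 0.18 between SSCI–3 and SSCI–1. It gave 1426 up and 1676 down, 642 up and 220 down, and 1471 up and 1648 down in these comparisons (DEMs SSCI-1 vs sham, DEMs SSCI-2 vs SSCI-1, DEMs SSCI-3 vs SSCI-1), and 96 up and 75 down for DECs all SSCI vs sham. It also gave 2 BP terms among up-regulated DEMs of the SSCI–3 group. The split of DECs into up-regulated and down-regulated therefore depends on the scaling.

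Recounted from the authors' deposited comparison, DECs numbered 1339, 1324, and 1151 against sham, with 52 up and 360 down in all 3 comparisons. With all 4 groups in 1 fit, DECs numbered 101 between SSCI–2 and SSCI–1 and 363 (45 up, 318 down) for all SSCI libraries, with 9 up in all 3 comparisons, and the SSCI–3 group had 0 BP terms among up-regulated and 2 among down-regulated DEMs. With no filter on low counts, DECs of all SSCI libraries numbered 747 (183 up, 564 down), 8 went up in all 3 comparisons, and BP terms were 2 among up-regulated and 0 among down-regulated DEMs of the SSCI–3 group and 5 and 3 among up-regulated DECs of the SSCI–1 and SSCI–2 groups. With all annotated features as background, 33 BP terms were found among down-regulated DEMs of the SSCI–2 group. Back-splice reads of the SSCI–1 group changed by -39.2% per 1000000 uniquely mapped reads and by -39.3% per 1000000 clean reads. With the estimated correlation, camera called 1 gene list. The cause of these changes was not tested. Pseudocounts do not apply, since counts were given.

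With 1 library left out, DEMs between SSCI–2 and SSCI–1 ranged from 580 without SSCI–2 replicate 1 to 1368 without SSCI–2 replicate 2, and DEMs of all SSCI libraries from 1150 without sham replicate 3 to 2131 without SSCI–3 replicate 1. DECs ranged from 140 (sham replicate 3) to 338 (SSCI–1 replicate 2) in the SSCI–1 group, from 117 (sham replicate 1) to 322 (SSCI–2 replicate 3) in the SSCI–2 group, and from 63 (sham replicate 3) to 140 (SSCI–3 replicate 3) in the SSCI–3 group, with the library left out in brackets. The filter on circRNAs was not relaxed in these fits. Between the SSCI groups they ranged from 29 (SSCI–1 replicate 2) to 61 (SSCI–2 replicate 2), from 119 (SSCI–3 replicate 2) to 252 (SSCI–1 replicate 2), and from 93 (SSCI–3 replicate 1) to 220 (SSCI–2 replicate 3). In all 3 comparisons 0 (SSCI–1 replicate 1) to 6 (sham replicate 2) went up and 5 (sham replicate 1) to 41 (SSCI–3 replicate 2) down. BP terms ranged from 0 (SSCI–3 replicate 1) to 3 (sham replicate 2) among up-regulated DEMs of the SSCI–3 group, and among down-regulated DEMs from 10 (sham replicate 2) to 21 (sham replicate 1) in the SSCI–2 group and from 3 (sham replicate 2) to 8 (SSCI–3 replicate 2) in the SSCI–3 group. Among down-regulated DECs they ranged from 0 to 1 (sham replicate 3) in the SSCI–1 group and from 0 to 3 (SSCI–2 replicate 2) in the SSCI–2 group.

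DEMs against sham stayed within 1.5 times their number in all fits with 1 library left out: 2839 to 3294, 2799 to 3453, and 803 to 871. Of 783 values of named circRNAs under the alternatives, 109 were weaker and 7 stronger. Of 3915 of named genes, 73 were weaker and 134 stronger, and of 1423 of named terms, 41 and 25. Of 108 of gene lists, 1 was weaker and 1 stronger. Of 108 correlations 29 moved by more than their limit, and of 24 totals of other comparisons 8 did. In simulated data with the spread of these libraries, 58.04%, 62.16%, and 67.14% of the changed circRNAs that passed the filter were recovered, against 98.5%, 94.95%, and 97.99% of the changed genes that passed theirs. At an adjusted p under 0.05 it was 30.77%, 24.32%, and 38.57% of these changed circRNAs (44, 36, and 54 circRNAs), against 4, 1, and 0 DECs in the data. The planted changes were all larger than the FC limit. Calls at that adjusted p can therefore be made at this depth for such changes, and changes nearer the FC limit were not tried.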

Differences from the paper's values

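The comparison of numbers used the alternatives set before the data were examined, and no test here was chosen after the values were seen.

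The paper's DECs numbered 1339 in the SSCI–1 group (408 up, 931 down), 1324 in the SSCI–2 group (349 up, 975 down), and 1151 in the SSCI–3 group (532 up, 619 down). Across replicates they numbered 293 (61 up, 232 down), 280 (56 up, 224 down), and 124 (40 up, 84 down). For DECs in all 3 comparisons the paper's values are 52 up and 360 down, against 2 and 30, and for DECs in any comparison the paper's are 1013 up and 1319 down, against 129 and 366. Of the alternatives set before the data were examined, a recount of the authors' deposited comparison closed these gaps, and no other did.

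Between the SSCI groups the paper's DECs numbered 746 (332 up, 414 down) for SSCI–2 with SSCI–1, 1135 (751 up, 384 down) for SSCI–3 with SSCI–1, and 1120 (816 up, 304 down) for SSCI–3 with SSCI–2. The values across replicates were 55 (23 up, 32 down), 222 (158 up, 64 down), and 185 (138 up, 47 down), and none of the alternatives run for these comparisons closed the gap. For all SSCI libraries the paper's values are about 220 up and about 710 down in Fig. 4D, read by eye, against 79 and 105. With no filter on low counts they were within the limit, at 183 and 564, and with no other alternative run. The recount that closed the gaps with the sham group was not run for the comparisons of this paragraph. The authors' deposited comparison covers only each SSCI group against the sham group, so the same cause was not tried here.

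The paper describes chromosomes and lengths of the DECs in its Figs. 4H and 4I, whereas the same numbers are found over all circRNAs identified, of which 85.97% are under 2000 nucleotides. The values that its Tables 1 and 2 head as FC are log2 values in the authors' deposited table. In Table 2 the values of circRNA4426, circRNA1498, and circRNA3098 are not those of the authors' deposited table, and the strand of circRNA4426 is the opposite of the deposited one. The paper's text lists circRNA5665 among the circRNAs that fell most, whereas it was listed at 0 in the sham libraries and Table 2 has circRNA5664.

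The paper lists the circRNAs of Tables 1 and 2 as DECs of all 3 SSCI groups. Of the 20, circRNA3621, circRNA0613, circRNA1617, circRNA4426, circRNA5664, circRNA0143, circRNA4664, and circRNA4884 were called in all 3, and the other 12 were not. All 20 are called in the authors' deposited comparison. Among the 12, no filter on low counts and all 4 groups in 1 fit both called circRNA2146, circRNA4403, circRNA1266, circRNA0544, and circRNA0722 in the SSCI–1 group, circRNA2378, circRNA1266, and circRNA0722 in the SSCI–2 group, and circRNA0722 in the SSCI–3 group. No filter alone called circRNA3111 and circRNA0586 in each group and circRNA1498 and circRNA3098 in the SSCI–3 group. All 4 groups in 1 fit alone called circRNA5775, circRNA0617, circRNA4403, and circRNA0544 in the SSCI–3 group. Beyond the recount, no setting called circRNA2146 and circRNA0544 in the SSCI–2 group, circRNA2378 in the SSCI–3 group, or circRNA1498 and circRNA3098 in the SSCI–1 and SSCI–2 groups.

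The paper reports Itch as down-regulated with circRNA4426, whereas its log2 FC was 0.07, 0.01, and 0.06 in the SSCI–1, SSCI–2, and SSCI–3 groups, and -0.11 in the SSCI–1 group with library size alone. The paper names micu2 as the gene of circRNA2239, which the deposited table assigns to Ptprg.

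Among up-regulated DEMs of the SSCI–3 group, the paper's leading BP term, "chronic inflammatory response", had an adjusted p of 0.247, and 0.0184 with DESeq2 and 0.0213 without sham replicate 2. The paper's leading pathway, "Cytokine-cytokine receptor interaction", ranked 3 in the SSCI–1 group, behind "Systemic lupus erythematosus" at rank 1, and had an adjusted p of 0.423 in the SSCI–3 group. There it was 0.0497 with all 4 groups in 1 fit, 0.00209 with no filter on low counts, and 0.00292 without sham replicate 2. For down-regulated DEMs of the SSCI–2 group the paper puts "Calcium signaling pathway" first, and it ranked 2, behind "Neuroactive ligand-receptor interaction".

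The GO terms and pathways that the paper puts first among DECs had no adjusted p under 0.05, or too few circRNAs to be tested. "Extracellular region" reached 0.00186 in the SSCI–1 group with all 4 groups in 1 fit and 2.35e-05 with no filter on low counts. "CAMP biosynthetic process" and "calcium- and calmodulin-responsive adenylate cyclase activity" reached 0.0331 in the SSCI–2 group with DESeq2 and 0.0258 without SSCI–2 replicate 2. "Phospholipase D signaling pathway" reached 0.0425 in the SSCI–2 group without SSCI–2 replicate 2. "Notch signaling pathway" held 0 of 7 circRNAs in the SSCI–2 group. "Extracellular space" reached 0.0173 in the SSCI–1 group with all 4 groups in 1 fit and 0.00692 with no filter on low counts.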

Other observations

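The tests of mapped reads and of a mislabelled sample, and the other splits of the libraries, were chosen only after the results were seen.

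Back-splice reads per 1000000 reads on genes were fewer in the SSCI–1 group than in the sham group. More mapped reads on genes are argued against as the whole reason, since the change per 1000000 uniquely mapped reads was -39.2%. A few abundant circRNAs are argued against, with -56.8% without the 100 most abundant. The listing minimum of 2 reads is argued against as the whole reason, with -38.6% among circRNAs with a mean of at least 20 reads per library. Among circRNAs 1 to 10 by reads, with circRNA0092 left out, it was -23.7%, so part of the change may go with that minimum. Lower expression of the host genes is argued against, with -54.3% where the host gene changed by less than 0.5 on the log2 scale. A change in how circRNAs are made, or in the cells of the bladder, may lie behind it as a hypothesis, and the preparation of the libraries stays open.

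More DECs went down than up, though not without sham replicate 1 (84 up and 67 down in the SSCI–1 group) or sham replicate 2. Those fits could not test circRNAs listed only in sham libraries. The smaller number of back-splice reads in the SSCI libraries may account for much of the split. Mean clean reads were 106421000, 112437000, and 97636200 in the SSCI–1, SSCI–2, and SSCI–3 groups, against 100343000 in the sham group. Shallower sequencing is thus not the reason in the SSCI–1 and SSCI–2 groups, and thinning may also remove a real fall in circRNA reads. With libraries thinned to the same number of back-splice reads, 52.2%, 58.3%, and 48.1% of calls in the SSCI–1, SSCI–2, and SSCI–3 groups went down on average over 20 draws, against 79.2%, 80%, and 67.7% with all reads. Changes of circRNAs followed those of their host genes in part, with a Spearman's rho of 0.403 across host genes in the SSCI–1 group, so a change of the host gene may contribute.

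The number of DECs in the authors' deposited comparison may rest in part on summing the reads of a group without the spread between replicates. By the authors' rule, the 9 other splits of the 6 libraries gave a median of 922, 895, and 979 DECs for the SSCI–1, SSCI–2, and SSCI–3 groups, against 1339, 1324, and 1151 for the real groups.

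Gene length is argued against as the source of the DEMs in the SSCI–1 group: of the 2609 DEMs with a known length, 2480 were kept after the median log2 FC was set to 0 in each of 10 classes of gene length.

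SSCI–2 replicate 2 had a mean correlation of 0.974 with the SSCI–1 libraries and 0.961 with the other SSCI–2 libraries, and DEMs between these groups rose from 731 to 1368 without it. A wrong label may account for this. No SSCI–1 library was closer to the SSCI–2 libraries than to its own group, which argues against a swap between the groups. A sample at an earlier stage stays open.

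Every count of splits here includes the real grouping. For DEMs, the real grouping alone among the 10 splits of the 6 libraries gave as many in each of the SSCI–1, SSCI–2, and SSCI–3 groups against sham and between SSCI–2 and SSCI–1. The other splits gave at most 117, 134, 116, and 278. For all SSCI libraries 1 of 100 splits did, the largest other number being 1758. For DEMs up in all 3 comparisons 5 of 100 splits gave as many, and for those down 1 of 100. For DECs, 1 of the 10 splits gave as many in each comparison with sham, and 5 of the 10 between SSCI–2 and SSCI–1. For all SSCI libraries 7 of 100 splits gave as many DECs, for DECs up in all 3 comparisons 32 of 100, and for those down 1 of 100. The 100 splits can still set real groups against each other, so their numbers are not p-values for chance. The largest number of DEMs up in all 3 comparisons, 416, had sham replicate 1 and SSCI–3 replicates 2 and 3 as the controls. BP terms of up- or down-regulated DEMs were as many in 1 of the 10 splits in each group. For DECs they were as many in 10 of the 10 splits, since none passed an adjusted p under 0.05 (3, 7, and 4 among up-regulated and 35, 20, and 9 among down-regulated DECs at an unadjusted p).

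Of the B cell list, 5 of 6 genes are in the table and the list was not tested.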
